# METTL14 promotes intimal hyperplasia through m^6^A-mediated control of vascular smooth muscle dedifferentiation genes

**DOI:** 10.1172/jci.insight.184444

**Published:** 2025-04-17

**Authors:** Grace Chensee, Bob S.L. Lee, Immanuel D. Green, Jessica Tieng, Renhua Song, Natalia Pinello, Quintin Lee, Majid Mehravar, David A. Robinson, Mian Wang, Mary M. Kavurma, Jun Yu, Justin J.L. Wong, Renjing Liu

**Keywords:** Therapeutics, Vascular biology, Cardiovascular disease, Epigenetics, Gene therapy

## Abstract

Vascular smooth muscle cells (VSMCs) possess significant phenotypic plasticity, shifting between a contractile phenotype and a synthetic state for vascular repair/remodeling. Dysregulated VSMC transformation, marked by excessive proliferation and migration, primarily drives intimal hyperplasia. *N*^6^-methyladenosine (m^6^A), the most prevalent RNA modification in eukaryotes, plays a critical role in gene expression regulation; however, its impact on VSMC plasticity is not fully understood. We investigated the changes in m^6^A modification and its regulatory factors during VSMC phenotypic shifts and their influence on intimal hyperplasia. We demonstrate that METTL14, crucial for m^6^A deposition, significantly promoted VSMC dedifferentiation. METTL14 expression, initially negligible, was elevated in synthetic VSMC cultures, postinjury neointimal VSMCs, and human restenotic arteries. Reducing Mettl14 levels in mouse primary VSMCs decreased prosynthetic genes, suppressing their proliferation and migration. m^6^A-RIP-seq profiling showed key VSMC gene networks undergo altered m^6^A regulation in Mettl14-deficient cells. Mettl14 enhanced Klf4 and Serpine1 expression through increased m^6^A deposition. Local Mettl14 knockdown significantly curbed neointimal formation after arterial injury, and reducing Mettl14 in hyperplastic arteries halted further neointimal development. We show that Mettl14 is a pivotal regulator of VSMC dedifferentiation, influencing Klf4- and Serpine1-mediated phenotypic conversion. Inhibiting METTL14 is a viable strategy for preventing restenosis and halting restenotic occlusions.

## Abstract 2

This study identified inhibition of METTL14 as a critical factor for preventing restenosis and managing restenotic occlusions.

## Introduction

Surgical advancements such as bypass surgery and angioplasty aimed at resuming blood flow to obstructed blood vessels have greatly improved the treatment of stenotic cardiovascular diseases. These interventions are, however, often plagued by intimal hyperplasia, a significant complication characterized by lumen reocclusion that often requires repeated corrective revascularization procedures (1). Phenotypic modulation of vascular smooth muscle cells (VSMCs) serves as the primary substrate for intimal hyperplasia. VSMCs are the predominant constituents of the arterial walls. They are remarkably plastic adult cells that display a physiologically quiescent and contractile phenotype but retain the ability to reenter the cell cycle following injury stimulation (2). This reversibility between phenotypic states allows for normal growth and repair of the vasculature. However, in the context of intimal hyperplasia, the switch to the synthetic phenotype is marked by uncontrolled VSMC proliferation, migration, and secretion of extracellular matrices (ECMs) that result in vessel lumen narrowing and contribute to recurrent stenosis and transplant vasculopathy (3, 4). The inherent plasticity of these cells creates an opportunity for interventions aimed at preventing acute events and/or reversing disease progression.

To develop therapeutic strategies against intimal hyperplasia, the molecular switches that control the VSMC phenotype must be identified and characterized. The expression of VSMC contractile genes is governed by the myocardin (MYOCD) and serum response factor (SRF) complex (5), while Krüppel-like factor 4 (KLF4) is the most well-recognized driver of synthetic VSMCs (6). Histone modification and DNA methylation have been shown to be important players in the activation and repression of these genes (7–9). Recent studies have reported chemical modification on RNA as a new layer of epigenetic regulation, with important roles in biology and diseases (10–12). *N*^6^-methyladenosine (m^6^A) is the most common chemical modification of mRNA in eukaryotes (13), and is implicated in regulation of nearly every aspect of the mRNA life cycle, from mRNA export and stability to translation (14–16). In mammalian cells, the m^6^A modification is catalyzed by the methyltransferase “writer” complex that consists of methyltransferase-like 3 (METTL3) and METTL14 together with auxiliary proteins such as WTAP and VIRMA (13, 17). m^6^A is recognized on mRNAs by “readers” that include the YTH-domain family proteins and can be removed from mRNAs by one of the 2 m^6^A “erasers,” FTO and ALKBH5 (17). Limited data currently exist on how altered expression of m^6^A regulatory proteins affect VSMC phenotype, and even less is known about the role of the m^6^A modification in intimal hyperplasia. Knockdown of Mettl3 or Fto prevented VSMC proliferation and migration in culture (18, 19), while in vivo, METTL3 and WTAP expression was reduced in the neointima of in-stented coronary arteries and rat carotid arteries following balloon injury, respectively (18, 20). Notably, another study also using rat carotid balloon injury showed elevated Mettl3 levels in the neointima (21), whereas loss of Mettl13 in pulmonary arterial smooth muscle cells induced a synthetic cellular phenotype (22). Despite the conflicting findings, these studies collectively suggest an important role for RNA modification in regulating VSMC phenotype and in intimal hyperplasia. Nevertheless, a comprehensive investigation of the transcripts regulated by m^6^A in VSMCs that govern VSMC phenotype and ultimately drive intimal hyperplasia is needed.

Herein, using a combination of cellular assays, animal models, unbiased global m^6^A profiling, and clinical samples, we present the first evidence to our knowledge linking Mettl14 to synthetic VSMCs. We provide clinical validation of METTL14 overexpression in the neointima of human restenotic samples. Knockdown of Mettl14 in synthetic VSMC cultures was sufficient to restore contractile gene expression and normalize proliferation, migration, and ECM production. Using femoral artery wire injury to model intimal hyperplasia, we demonstrate that knockdown of Mettl14 is sufficient to prevent intimal hyperplasia and reduce neointima formation. Mechanistically, we show that crucial synthetic VSMC genes, including *Klf4* and *Serpine1*, are tightly and dynamically regulated by Mettl14-dependent m^6^A modification. Collectively, our findings underscore what we believe is a novel function for Mettl14 in VSMC phenotypic regulation and suggest that targeting the VSMC epitranscriptome via Mettl14 could represent a promising therapeutic strategy for mitigating intimal hyperplasia.

## Results

### METTL14 expression is associated with VSMC phenotypic modulation and intimal thickening.

To determine the role of mRNA modification in modulating the VSMC phenotype, we induced differentiation and dedifferentiation in murine primary VSMCs using rapamycin and platelet-derived growth factor BB (PDGF-BB), respectively. Gene expression analysis of key m^6^A readers (*Ythdc1*, *Ythdf1*, *Ythdf2*), writers (*Mettl3*, *Mettl14*, *Virma*, *Wtap*), and erasers (*Fto*, *Alkbh5*) revealed a significant upregulation in transcript levels of m^6^A writers *Mettl3* and *Mettl14* in PDGF-BB–treated VSMCs compared with control VSMC cultures (Figure 1A). The gene expression levels of *Virma*, *Wtap*, and m^6^A readers and erasers remained largely unaffected with rapamycin or PDGF-BB treatment. Immunoblotting confirmed the increase in Mettl3 and Mettl14 protein levels following PDGF-BB treatment (Figure 1B and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.184444DS1). This increase coincided with reduced expression of the VSMC contractile marker, α-smooth muscle actin (Acta2), and elevated expression of the synthetic markers non-myosin smooth muscle heavy chain 10 (Myh10) and osteopontin (Opn) (Figure 1B). PDGF-BB is released following vascular injury and is a well-recognized inducer for VSMC proliferation and migration leading to intimal hyperplasia and neointima formation (23). We next induced neointima formation in mouse femoral arteries using a wire injury model (8) to assess the role of Mettl3 and Mettl14 in VSMC phenotypic modulation in vivo. Under physiological/uninjured conditions wherein the majority of VSMCs are in a contractile state, no Mettl3- or Mettl14-expressing cells were detected in the arterial media (Figure 1C and Supplemental Figure 1B). In contrast, the injured media and the neointima formed 21 days after injury was abundant in perinuclear-localized Mettl3^+^ and Mettl14^+^ cells, with the most prevalent and intense staining observed in the neointima (Figure 1C and Supplemental Figure 1B). Over 80% of cells in the neointima expressed Mettl14 compared with approximately 54% of cells being Mettl3^+^ in the injured tissues (Figure 1D and Supplemental Figure 1C). A higher number of Mettl14^+^ cells compared with Mettl3^+^ cells were similarly detected in the injured media (61.22% Mettl14^+^ vs. 35.8% Mettl3^+^ cells; Figure 1D and Supplemental Figure 1C). Considering the more pronounced change was observed with Mettl14 expression, we directed our focus to elucidating its role in VSMC plasticity.

METTL14 levels were increased in PDGF-BB–stimulated human artery smooth muscle cultures from 4 different donors (Figure 2A). We also determined the expression of METTL14 in human restenotic samples of superficial femoral arteries obtained from patients with chronic limb-threatening ischemia (CLTI). These arteries underwent percutaneous transluminal angioplasty and stenting prior to amputation and artery collection. For normal artery comparison, femoral arteries were collected from areas of amputated legs that did not undergo stenting and with no evidence of restenosis. No METTL14^+^ cells were identified in the media of nonrestenotic control samples (Figure 2B). Low to negligible METTL14 staining was detected in the SMA-rich media of patient tissues (Figure 2B). In agreement with the mouse data, immunohistochemical staining demonstrated upregulation of METTL14^+^ cells in the neointimal regions (Figure 2C). These METTL14^+^ regions did not overlap with SMA expression. Collectively, these in vitro and in vivo findings indicate that METTL14 may be a key regulator in VSMC phenotypic modulation and is associated with the synthetic VSMC phenotype.

### Mettl14 promotes VSMC dedifferentiation.

To assess the causal role of Mettl14 in VSMC phenotypic modulation, loss-of-function studies were performed using 2 different short hairpin RNAs (shRNAs) to silence *Mettl14* expression in mouse primary VSMCs. Knockdown of Mettl14 reduced the expression levels of Myh10 and Opn and resulted in the upregulation of Acta2 and calponin (Cnn1) (Figure 3A). sh*Mettl14*-2 showed greater knockdown efficiency and was used in all subsequent phenotypic analyses (Figure 3A). Consistent with the increase in contractile protein expression, an approximately 40% increase in VSMC contractility consequent to Mettl14 suppression was observed (Figure 3B). To further examine the impact of reduced *Mettl14* expression levels on VSMC function, we next examined changes in cellular proliferation and migration. VSMCs cultured in normal growth medium and transduced with virus expressing a nontargeting control (shCtrl) showed steady cell growth over time (Figure 3C). Proliferation was minimal in the sh*Mettl14*-2–transduced group cultured under the same medium conditions (Figure 3C). Using scratch wound and Transwell migration assays, knockdown of Mettl14 reduced migratory potential of VSMCs compared with shCtrl cultures (Figure 3, D and E). VSMC migration and proliferation is dependent on the ECM; in particular, the matrix metalloproteinases (MMPs) have established roles in promoting migration and proliferation of VSMCs (24). Quantitative real-time PCR (qRT-PCR) of key MMPs revealed significantly reduced levels of many MMPs in the sh*Mettl14*-2 VSMC cultures compared with the shCtrl cells (Figure 3F). These results further suggest that Mettl14 of the m^6^A writer complex may be involved in promoting a synthetic, injury-responsive phenotype in VSMCs through increased migration, proliferation, and matrix secretion.

### Essential VSMC gene networks and functional pathways are subject to altered m^6^A regulation.

The effects of *Mettl14* deficiency on VSMC phenotypic modulation in vitro and in vivo suggest the possibility of a direct interaction between Mettl14 and key VSMC genes that regulate VSMC dedifferentiation and the injury response. To identify genes that were modified by m^6^A to control VSMC plasticity, we performed and integrated high-throughput mRNA-seq and methylated-RNA immunoprecipitation sequencing (m^6^A-RIP-seq) to determine how m^6^A deficiency affected the VSMC transcriptome in mouse primary VSMCs transduced with virus expressing shCtrl and sh*Mettl14*-2.

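*Mettl14*, the gene targeted by the hairpin (ENSMUSG00000028114, minus strand of chromosome 3 of GRCm38 from 123368297 to 123386108), had 2050 and 2154 counts in the shCtrl libraries of replicates A and B and 546 and 568 counts in the sh*Mettl14* libraries of replicates A and B. Both sh*Mettl14* libraries were thus below both shCtrl libraries. Each library came from primary mouse aortic VSMCs transduced with a lentivirus that expressed a hairpin, and poly-A–enriched RNA of 2 libraries per group was sequenced on both ends. The authors mapped the reads to GRCm38 with STAR and counted them per gene with featureCounts, and the deposited values are these counts without normalization. The table lists 48587 genes by symbol, and 29127 of them had a count in at least 1 library. Totals were 115917123 counts for shCtrl A, 114343653 for shCtrl B, 114637779 for sh*Mettl14* A and 124815868 for sh*Mettl14* B. At this depth a gene with 0 counts could still have had up to 3, which is between 0.0240 and 0.0262 CPM (counts scaled to the library total), and this limit covers counting error only. *Fn1* was the most abundant gene in every library and took 2.72% and 6.43% of the counts in shCtrl A and B and 3.33% and 4.83% in sh*Mettl14* A and B. Log2 CPM were more alike between libraries of the same letter (Pearson's r across genes 0.985 for A and 0.977 for B) than between libraries of the same hairpin (0.953 for shCtrl and 0.969 for sh*Mettl14*). The first principal component held 63.7% of the variance and separated the letters, and the second held 22.5% and separated the hairpins within each letter. Counts were normalized by edgeR's TMM method, genes were kept by filterByExpr, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 18916 genes. With this test 0 genes had an adjusted p under 0.05, whereas 315 had an unadjusted p under 0.05, of which 124 were higher and 191 lower with sh*Mettl14*. The number of genes that pass depends on the fit, as the closing section reports. Normalized *Mettl14* was 19.0 ± 1.34 CPM (SD, n = 2) with shCtrl and 4.48 ± 0.163 (SD, n = 2) with sh*Mettl14*, which is 23.6% of the shCtrl level. Its log2 fold change was −2.08 (standard error 0.25, unadjusted p = 0.00039 and adjusted p = 1.00 from edgeR's quasi-likelihood test), with log2 ratios of −1.97 within letter A and −2.19 within letter B. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333. Of the alternatives tried, DESeq2's Wald test moved the adjusted p of *Mettl14* most, to 3.0e-07, and under the other normalizations and filters in edgeR it lay between 0.24 and 1.00. An edgeR fit with the letters as pairs also put it under 0.05, as the closing section reports.

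**Figure D1:**
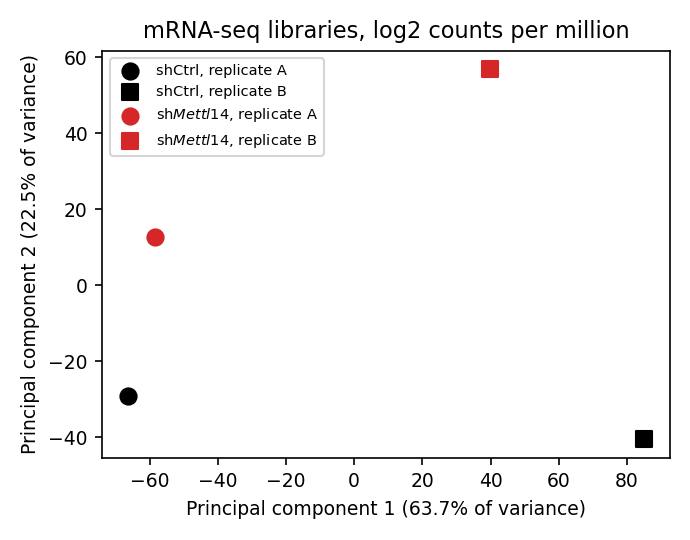
The 4 mRNA-seq libraries on the first (x axis, 63.7% of the variance) and the second (y axis, 22.5%) principal component of log2 CPM, with shCtrl in black and sh*Mettl14* in red, circles for replicate A and squares for replicate B. The A libraries lie on the left and the B libraries on the right.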

m^6^A-RIP-seq revealed that the m^6^A modification was enriched proximal to transcript stop codons (Figure 4A), consistent with previously reported analyses of the m^6^A epitranscriptome (25, 26). 

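The mRNA-seq libraries gave a value for the matrix genes *Col1a1*, *Col18a1*, *Col5a2*, *Fbln2* and *Lpar2* and for the PDGF receptor genes *Pdgfra* and *Pdgfrb*. Of these 7 genes, 5 were lower and 2 higher with sh*Mettl14*, and 4 were lower within both letters. None of the 7 had an unadjusted p under 0.05, and 0 passed an adjusted p of 0.05 over all genes tested or adjusted over these 7 alone, where the lowest adjusted p from edgeR was 0.45. The study chose these genes from this experiment, so the latter count is not independent evidence. *Col1a1* (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had 2710 ± 424 CPM with shCtrl and 2077 ± 197 with sh*Mettl14* (SD, n = 2 libraries each). Its log2 fold change was −0.38 (standard error 0.21), with log2 ratios of −0.44 in A and −0.31 in B. *Fbln2* (ENSMUSG00000064080, chromosome 6 from 91212455 to 91272540) fell from 5393 ± 375 to 4579 ± 56.7 CPM, a log2 fold change of −0.24 (standard error 0.18). The *Lpar2* level (ENSMUSG00000031861, chromosome 8 from 69822429 to 69831102) was 5.40 ± 1.34 CPM with shCtrl and 3.11 ± 0.385 with sh*Mettl14*, a log2 fold change of −0.80 (standard error 0.36, unadjusted p = 0.076 from edgeR). *Col18a1* (ENSMUSG00000001435, chromosome 10 from 77052178 to 77166548) was higher with sh*Mettl14*, by 0.25 on the log2 scale (standard error 0.37), but was lower when shCtrl A (−0.0084) or sh*Mettl14* B (−0.23) was left out. *Col5a2* (ENSMUSG00000026042, chromosome 1 from 45374321 to 45503282) was likewise higher, by 0.22 (standard error 0.28), and turned lower without shCtrl B (−0.0056) or sh*Mettl14* A (−0.056). For *Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215), 6.21% of whose exon bases overlap genes on the other strand, the log2 fold change was −0.18 (standard error 0.38) and became 0.075 without shCtrl A and 0.17 without sh*Mettl14* B. *Pdgfrb* (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061) changed by −0.03 (standard error 0.43), with log2 ratios of opposite sign in A (−0.057) and B (0.029), and by 0.50 without shCtrl A and 0.33 without sh*Mettl14* B. The differences of *Col18a1*, *Col5a2*, *Pdgfra* and *Pdgfrb* were each smaller than their standard errors. Each fit that left out a library compares unequal numbers of the letters, so its change of direction can reflect the difference between letters.

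**Figure D2:**
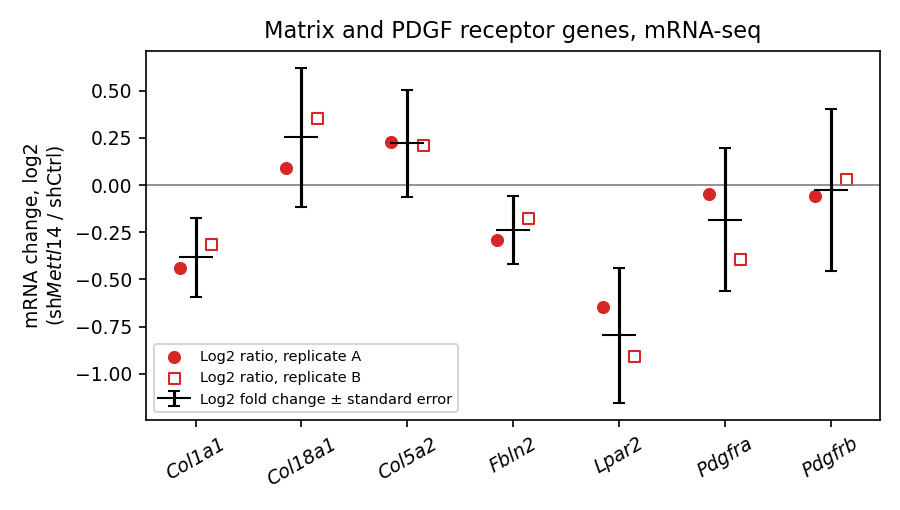
Change in mRNA of the 7 genes on the log2 scale (y axis, sh*Mettl14* over shCtrl). Black bars give the log2 fold change with its standard error, filled circles the log2 ratio within replicate A and open squares that within replicate B. *Col18a1* and *Col5a2* lie above 0 in both letters, and each lies below 0 when 1 of 2 libraries is left out.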

Gene ontology (GO) analyses further revealed that m^6^A-modified genes with reduced expression and m^6^A peaks following *Mettl14* depletion were genes involved in ECM production and remodeling (*Col1a1*, *Col18a1*, *Col5a2*, *Fbln2*, *Lpar2*, and *Serpine1*) and injury response such as PDGF-BB, -AA, and -AB signaling (*Pdgfra* and *Pdgfrb*) (Figure 4B, Supplemental Figure 2, and Supplemental Table 1). Most notably, *Klf4* was m^6^A modified and downregulated in *Mettl14*-deficient cells (Figure 4, B and C). 

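*Klf4* (ENSMUSG00000003032, minus strand of chromosome 4 from 55527143 to 55532466) had 17169 and 9214 counts in shCtrl A and B and 17264 and 9713 in sh*Mettl14* A and B. After normalization these were 118 ± 46.6 CPM with shCtrl and 110 ± 50.0 with sh*Mettl14* (SD, n = 2 libraries each). The log2 fold change was −0.10 (standard error 0.44, unadjusted p = 0.82 from edgeR), and the log2 ratios were −0.06 within A and −0.19 within B. The difference was smaller than the spread between replicates. Without shCtrl A the log2 fold change was 0.36 and without sh*Mettl14* B it was 0.30, so the direction changed in both cases, and each of these fits compares unequal numbers of the letters.

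**Figure D3:**
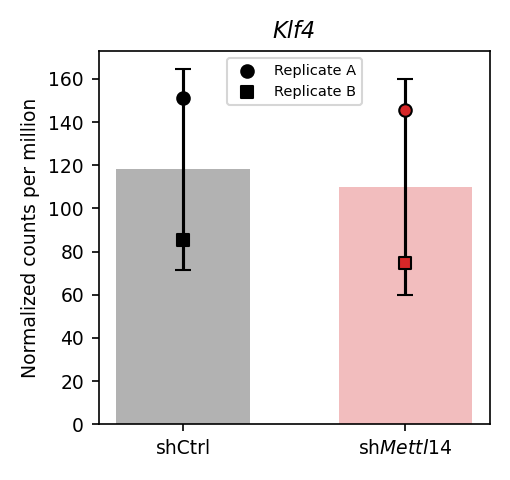
Normalized CPM (y axis) of *Klf4* in shCtrl (black) and sh*Mettl14* (red) libraries, with circles for replicate A and squares for replicate B. Bars are means and error bars SD of n = 2 libraries, and the level differs more between letters than between hairpins.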

Our results indicate m^6^A may be deposited on key VSMC transcripts to control their expression.

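The paper's Supplemental Table 1 has 373 pairs of a gene and an m6A peak, which are 318 distinct peaks in 335 genes, with reduced peaks in 157 genes, raised peaks in 177 and both in 1. These peak values are the paper's, and the mRNA values beside them come from the deposited counts. Of the genes with reduced peaks, 141 were tested, with genes that share a peak counted once. Their median mRNA log2 fold change was −0.11 (−0.16 within letter A and −0.18 within letter B), 100 of them were lower with sh*Mettl14*, and 68 were lower in both letters. The median was −0.23 without shCtrl B and −0.21 without sh*Mettl14* A. Of all tested genes, 27.7% were lower in both letters. For the 136 genes with raised peaks the median was 0.17 (0.20 in A and 0.17 in B, and 0.27 without shCtrl B), and 73 were higher in both letters, against 30.0% of all tested genes. limma's camera test with an inter-gene correlation of 0.01 gave an adjusted p of 3.8e-08 for the first list and 5.8e-05 for the second, with Benjamini-Hochberg adjustment over 9 lists. Neither call held with an estimated correlation (0.26 for both) or with limma's fry test (0.34 for both), and the same was true of the contractile, cell cycle and interferon-stimulated genes, the other lists with an adjusted p under 0.05 by camera. The median of the first list lay at percentile 0.21 and that of the second at percentile 100 of 10000 random gene lists of matched expression. No gene with a reduced peak was lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 12 of the 141 were lower, which is 8.51% against 0.953% of the other tested genes (odds ratio 9.66, Fisher's exact test, two-sided p = 2.0e-08). Fisher's test treats genes as independent, which they are not, and the other tested genes were not matched for expression. Of the 136 genes with raised peaks, 6 had an unadjusted p under 0.05 in either direction. Among the 67 tested genes whose mean peak log2 fold change was under −1, 39 were lower. Of these 67, 3 (4.48%) were lower at an unadjusted p under 0.05 (odds ratio 4.65, Fisher's exact test, two-sided p = 0.030). The paper's methods set a threshold of this size for each peak rather than for the mean of a gene. Some genes with a single peak under −1 are therefore not among the 67. DESeq2 moved the number of genes with a reduced peak that were lower at an adjusted p under 0.05 from 0 to 1, and this number also depends on the fit, as the closing section reports. Of the 133 such genes in a scan of 3′ UTR sequences, 24.1% carried GTGTTAA in the 3′ UTR, against 11.0% of all scanned genes; this is the word whose carriers fell most in these same libraries (closing section), so the share is not independent of the mRNA changes. Across 277 genes, which are not independent replicates, the mean peak change of a gene went with its mRNA change (Spearman's rho 0.41 and Pearson's r 0.47, two-sided permutation p = 1e-05 for each, the smallest that 100000 resamples can give). Spearman's correlation coefficient was 0.35 with the ratios of letter A and 0.35 with those of letter B, and it was 0.24 without shCtrl A and 0.27 without sh*Mettl14* B. The genes form 2 separate groups by the sign of the peak change, and a positive relation did not hold within either group. Within the genes with reduced peaks rho was −0.24 (permutation p = 0.0051, r −0.097 with p = 0.25), and within those with raised peaks it was −0.015 (p = 0.86, r 0.088 with p = 0.31). From genes that had both reduced peaks and reduced expression, the paper proposes that m6A is placed on key VSMC transcripts and controls their expression.

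**Figure D4:**
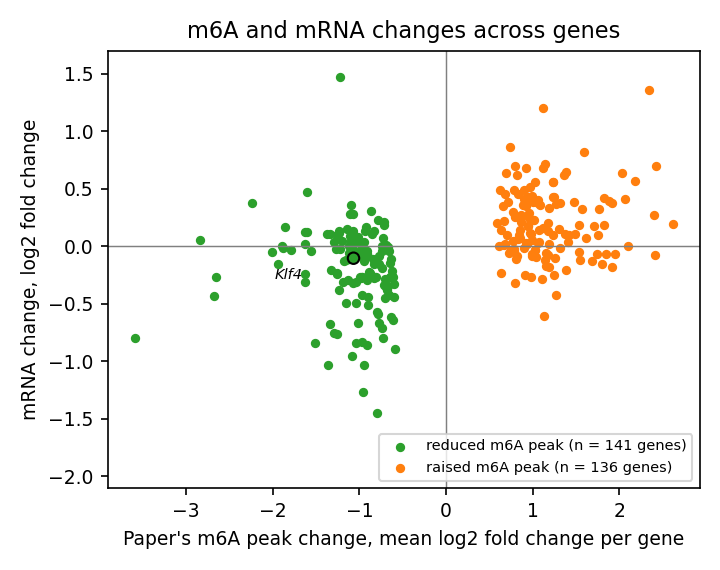
Mean log2 fold change of the paper's m6A peaks in a gene (x axis) against the log2 fold change of its mRNA (y axis), 1 point per gene, green for 141 genes with reduced and orange for 136 genes with raised peaks. The circle marks *Klf4*, and 100 of the green and 37 of the orange points lie below 0 in mRNA.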

We further investigated how Mettl14-mediated m^6^A regulation impacted expression of *Klf4* and *Serpine1* that play major roles in VSMC phenotypic plasticity. KLF4 is a well-recognized factor that drives contractile VSMCs to the synthetic phenotype by repressing contractile gene transcription activation through suppression of MYOCD-SRF complex formation (5, 6, 9). Serpine1 is a serine protease inhibitor found in the ECM and is expressed by VSMCs where it can promote migration and ECM remodeling (27). Each candidate transcript showed a significant (~50%–90%) de-enrichment of m^6^A near the stop codon following *Mettl14* knockdown, concomitant with a decrease in their transcript levels (Figure 4, C and D). 

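In the paper's Supplemental Table 1 the *Klf4* peak spans 55530035 to 55530235 on chromosome 4 of GRCm38, lies in coding sequence by the GENCODE M21 annotation, and is 1908 genomic bases from the stop codon. The paper's log2 fold change for this peak is −1.07 (the paper's p = 0.028), which leaves 47.7% of the shCtrl peak. Of the 318 distinct peaks in that table, 44 overlap an annotated stop codon and 276 an exon of a gene that the table lists for them. The mRNA of *Klf4* changed by −0.10 on the log2 scale (standard error 0.44), less than the spread between replicates.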

Given that m^6^A methylation is known to promote mRNA degradation (15, 28), we performed RNA stability assays following inhibition of transcription using actinomycin D to investigate whether Mettl14 depletion affects the stability of *Klf4* and *Serpine1* transcripts. *Mettl14* deficiency, maintained over the duration of the RNA stability assay (Figure 4E), did not have a notable effect on *Klf4* and *Serpine1* transcript stability (Figure 4, F and G), suggesting that the expression of these transcripts may be regulated through the alternative function of m^6^A as a transcriptional regulator (29, 30). Indeed, we observed a reduction in 4 thiouridine–labeled (4sU-labeled) nascent *Klf4* and *Serpine1* transcripts in *Mettl14*-knockdown VSMCs compared with control cultures (Figure 4H), supporting the hypothesis that the expression of these transcripts is determined by Mettl14-m^6^A–mediated transcriptional control.

### Inhibition of Mettl14 prevents intimal hyperplasia by reducing Klf4 and Serpine1 expression.

We validated in 2 independent sets of sh*Mettll14*-2 knockdown VSMC cultures that Klf4 and Serpine1 protein levels were also reduced compared with shCtrl cells (Figure 5A), consistent with the decreased *Klf4* and *Serpine1* mRNA expression (Figure 4C). To further assess the role of Mettl14 in VSMC-driven neointima formation, lentiviruses encoding shCtrl or sh*Mettl14*-2 were delivered to femoral arteries of wild-type mice using a pluronic gel viral delivery system during wire injury (8). Analysis of femoral arteries collected 21 days after injury showed that knockdown of Mettl14 markedly inhibited intimal hyperplasia (Figure 5B) and led to significantly reduced neointimal area (Figure 5C). Immunofluorescent staining confirmed that the reduction in neointimal area coincided with efficient knockdown of Mettl14 in both the media and neointima of the sh*Mettl14*-2–transduced injured arteries (Figure 5D). Furthermore, significantly fewer numbers of Klf4-expressing cells were observed in the sh*Mettl14*-2–transduced arteries compared with the shCtrl group (Figure 5E). This loss of Klf4 expression correlated with elevated Acta2 staining in the sh*Mettl14*-2–transduced arteries (Figure 5F), in agreement with our in vitro studies that showed *Mettl14* knockdown could rescue VSMC contractile gene expression (Figure 3A). Moreover, both the neointima and the media of the sh*Mettl14*-2–transduced femoral arteries contained fewer Serpine1^+^ cells compared with arteries transduced with the shCtrl viruses (Figure 5G). Serpine1 can stimulate VSMC proliferation and migration through activation of Janus kinase/signal transducer and activator of transcription (Jak/Stat) signaling (27). In support of this, sh*Mettl14*-2–transduced mice had reduced p-Stat1 (Tyr701) immunostaining, approximately 50% in the injured arteries, a finding also observed in transduced VSMCs (Figure 5I). Collectively, our data suggest that Mettl14, through direct regulation of Klf4 and Serpine1, can impact VSMC phenotype, including contractile gene expression, proliferation, and migration, and extent of intimal hyperplasia.

### Reducing Mettl14 expression in synthetic VSMCs restores characteristics of the differentiated phenotype.

Our data so far demonstrate that the loss of Mettl14 expression can reduce VSMC dedifferentiation (Figure 3) and prevent neointima formation (Figure 5). To enhance the clinical relevance, we aimed to assess whether inhibiting Mettl14 expression in phenotypically modulated VSMCs could restore genetic and functional homeostasis to these synthetic VSMCs, ultimately rescuing intimal hyperplasia in restenotic vessels. To address this, we initially treated VSMCs with PDGF-BB for 72 hours to induce the synthetic state, followed by transduction with either the shCtrl or sh*Mettl14*-2 viruses to determine the effects of Mettl14 loss on VSMC marker expression and functionality. We observed robust knockdown of Mettl14 protein in the PDGF-BB–treated VSMCs that coincided with significant reductions in Klf4 and Serpine1 levels to similar levels as the untreated shCtrl cultures (Figure 6A). Stimulation with PDGF-BB induced high proliferation in the shCtrl VSMC cultures (Figure 6B) consistent with increased cyclin D1 (Ccnd1) and reduced expression of cyclin-dependent kinase inhibitor 1A (Cdkn1a) (Figure 6C). Conversely, knockdown of *Mettl14* in the PDGF-BB–activated cultures almost completely abrogated mitogen-induced cell proliferation while upregulating Cdkn1a expression (Figure 6, B and C). PDGF-BB–induced migration and secretion of Mmp2 were similarly inhibited in the sh*Mettl14*-2–transduced cultures compared with shCtrl-transduced cells (Figure 6, D and E). Treatment with PDGF-BB did affect Stat1 protein expression, but rapidly increased Stat1 phosphorylation at Tyr701, an effect in the sh*Mettl14*-2–transduced cultures (Figure 6F). Importantly, inhibiting Mettl14 in synthetic VSMCs could partially restore VSMC contractile marker expression and rescue contractility in the PDGF-BB–treated, sh*Mettl14*-2–transduced VSMC cultures (Figure 6, G and H).

### Mettl14 inhibition halts intimal hyperplasia in a developing neointima.

The above in vitro data serve as a proof-of-principle demonstration that by reducing the elevated Mettl14 expression gained during VSMC dedifferentiation, it is possible to restore the contractility, proliferation, and migratory capabilities of synthetic VSMCs to that of a more differentiated cell type. To determine whether redifferentiation of synthetic VSMCs was also possible in vivo, we repeated the femoral artery wire injury experiments in wild-type mice, followed 3 days later by viral knockdown of Mettl14 3, a time when VSMCs are in a state that is primed for proliferation and migration to initiate neointima formation (31, 32) (Figure 7A). Delivery of the sh*Mettl14*-2 virus subsequent to femoral wire injury effectively suppressed the formation of neointima compared with the shCtrl-transduced injured group (Figure 7B). Immunofluorescent staining confirmed significant knockdown of Mettl14 in synthetic VSMCs in vivo (Figure 7C), where this loss of Mettl14 was particularly evident in the neointimal regions. Reduction of Mettl14 in injured arteries resulted in strong reductions in Klf4 and Serpine1 levels in both the media and neointima (Figure 7, C–E). We demonstrate that these reductions in Klf4 and Serpine1 led to upregulation of Acta2 (Figure 7F). To further investigate whether Mettl14 knockdown could rescue an artery with more advanced neointima formation, we delivered sh*Mettl14*-2 viruses to femoral arteries 7 days after injury. A thin layer of neointima was already evident at this time point (Figure 8A). Similar to day 3 intervention, knockdown of *Mettl14* in arteries 7 days after injury significantly attenuated neointima formation (Figure 8, B and C). Similarly, we observed a reduction in Klf4 and Serpine1 levels that coincided with an increase in Acta2 expression (Figure 8, D–F). Furthermore, p-Stat1 expression was also reduced (Figure 8G). We propose a model wherein Mettl14 inhibition simultaneously promotes VSMC contractile gene expression via reduced Klf4 activation while limiting VSMC proliferation and migration through reduced Serpine1 and Jak/Stat1 signaling (Figure 8H).

## Discussion

METTL14 has a reported role in the pathobiology of many diseases (10–12, 33–35). Until now, the function of METTL14 in VSMCs has remained largely unknown. In the current study, we identified METTL14 as a critical RNA-modifying protein that drives VSMC dedifferentiation by facilitating the deposition of m^6^A on key VSMC transcription factor mRNAs, including the master driver of synthetic VSMCs, *Klf4*. Of clinical relevance, we observed upregulation of METTL14 in the neointima of clinical restenosis samples, a region that is densely populated by phenotypically modulated VSMCs. Through a series of in vitro and in vivo experiments, we confirmed that Mettl14 directly regulates VSMC phenotypic switching and silencing of Mettl14 can limit intimal hyperplasia, offering it as a potential preventive and interventional therapeutic option.

Among the mRNA readers, writers, and erasers, our study specifically highlighted an increase in Mettl3 and Mettl14 expression during VSMC phenotypic modulation in vitro as well as elevated expression in neointimal regions in mouse and human tissues. These results align with previous research demonstrating upregulation of Mettl3 expression in phenotypically modulated VSMCs in culture and in the neointima of rat carotid arteries following balloon injury (21). However, in contrast with our observations, Zhao and colleagues observed no significant changes in Mettl14 expression. This difference could be attributed to the different starting materials used to screen for m^6^A modifiers. For example, our study identified upregulation of Mettl3 and Mettl14 in a pure VSMC culture environment following PDGF-BB–induced dedifferentiation, whereas Zhao and coworkers performed mRNA analysis on injured rat carotid arteries where various other cell types such as endothelial cells and inflammatory cells are also present and could mask expression in VSMCs. Indeed, elevated Mettl3 expression in endothelial cells (36, 37) and peritoneal macrophages (38) has been previously reported. The heightened expression in non–VSMC-lineage cells may be accounted for predominantly by medial localization of Mettl13 in the balloon-injured rat carotid arteries and limited expression detected in the neointima in that study (21). Nevertheless, both our study and Zhao’s underscore the important role of the m^6^A writers in VSMC phenotypic regulation. In further support of our data, others have reported high METTL14 expression in human abdominal aortic aneurysms and dissections (39) and vascular calcification (40), pathologies associated with significant VSMC dedifferentiation. Although we cannot attribute the effect of intimal hyperplasia to Mettl14 alone, changes in Mettl14 expression represent a critical determinant in VSMC phenotypic modulation and neointima formation.

The identification of *Klf4* and *Serpine1* as downstream m^6^A-modified targets of Mettl14 in VSMCs indicates the critical role of Mettl14 in regulating the expression of these key VSMC genes (Figure 4). In agreement, a recent study has shown Klf4 to be a target of Mettl3 in pulmonary arterial smooth muscle cells (22), while regulation of Serpine1 via RNA m^6^A methylation in VSMCs has not yet been reported elsewhere. While we show that Mettl14 depletion downregulates nascent transcript expression of these genes, further studies are required to determine whether this effect is m^6^A dependent, given that other studies have reported Mettl14 can regulate transcription independently of m^6^A (41). Our study further identified a reduction in Jak/Stat signaling in response to the loss of Mettl14. Activation of Jak/Stat signaling promotes VSMC proliferation, migration, and dedifferentiation (27, 42). We propose a model where we place Mettl14 and its associated m^6^A modification at the center of a signaling network that involves Klf4, Serpine1, and Jak/Stat activation to govern VSMC phenotype and intimal hyperplasia (Figure 8H). m^6^A methylation may also regulate the expression and functions of other genes that are involved in Jak signaling and ECM remodeling, including various collagens such as collagen 1 and fibulin (Figure 4B). Further functional assays are warranted to define how m^6^A regulates these genes during VSMC phenotypic switching.

A notable limitation of most current research in intimal hyperplasia lies in the predominant use of prevention models, wherein genes are typically knocked down in healthy arteries to elucidate their impact on disease development. In the clinic, however, interventional procedures are performed on patients already presenting with vascular complications. To address this disparity and further test the clinical relevance of our work, we performed an additional interventional approach that aimed to determine whether inhibiting Mettl14 expression could reduce neointima formation in arteries undergoing intimal hyperplasia. We targeted both an early stage after injury (3 days) when VSMCs are priming for intimal hyperplasia (31, 32), as well as 7 days after injury when a layer of neointimal lesions within the internal elastic lamina is present (43, 44). Blocking Mettl14 at these critical junctures could halt neointima formation by partially restoring contractile gene expression and contractile function in VSMCs, while simultaneously limiting their proliferation and migration potentials (Figure 6 and 7). It would be of interest to determine whether Mettl14 inhibition could lead to regression of a neointima in an artery with advanced restenosis (i.e., at 3 weeks after injury). The difficulty with this approach lies in identifying the diseased arteries and following changes in neointima size in live mice with interventional therapies. Current imaging modalities to image femoral arteries are limited in resolution, and while optical coherence tomography has been used to assess flow in live mouse femoral arteries (45), its ability to accurately measure neointimal area has not been shown. Nevertheless, our data show that incorporating a strategy to include METTL14 inhibitors into drug-eluting stents may be an effective strategy to treat restenosis, reducing and/or eliminating the need for future corrective procedures. Supported by our mechanistic data, inhibiting METTL14 may represent a superior strategy compared with paclitaxel and rapamycin that are currently used to target VSMC proliferation since METTL14 can regulate all aspects of VSMC dedifferentiation (contractile, migration, and proliferation). Notably, excessive VSMC proliferation and migration play pivotal roles in the development of various vascular occlusive diseases, including atherosclerosis, and contribute to heart transplant and vein bypass graft failures. The effectiveness of inhibiting METTL14 in reducing the disease phenotype under these conditions warrants further investigations. Furthermore, as vascular diseases are not caused by one cell type but involve an interplay between multiple cellular populations, including inflammatory cells and the endothelium, and with raising awareness of the role of adventitial cells, it would be of interest to determine whether our interventional study in tissue-specific Mettl14-knockout mice would generate similar therapeutic benefits.

Despite METTL14 having no inherent catalytic activity during m^6^A modification, METTL14 is essential for recognizing RNA substrates. Studies to date have shown that METTL14 can be preferentially reduced, relative to METTL3, in a variety of cellular contexts and have profound effects on cell development, cancer, and late-stage heart failure (10–12, 33–35). As METTL14 stabilizes METTL3 to deposit m^6^A, a decrease in METTL14 expression alone may be sufficient to lower overall m^6^A levels and affect cellular phenotype and signaling. Our study adds another dimension to the developing landscape of epigenetic regulation of gene expression in VSMC phenotypic modulation and in vascular injury. Our findings open intriguing possibilities for controlling VSMC phenotype and pathological remodeling of arteries through targeting METTL14.

## Methods

### Sex as a biological variable.

Both female and male mice were used throughout this study. Findings were similar for both sexes and data are presented together. Human samples used were also from male and female patients.

### Human samples.

Arterial samples were obtained from amputated legs of patients who were diagnosed with arteriosclerosis obliterans based on echo and/or CT and suffered from CLTI. Prior to amputation, the limbs underwent percutaneous transluminal angioplasty and stenting. The superficial femoral arteries were collected from the amputated limbs and processed for paraffin embedding using standard procedures. Control nonrestenotic arteries were collected from patients with CLTI undergoing below-knee amputation at the Royal Prince Alfred Hospital. Arteries (~100–200 μm in diameter) from subcutaneous fat surrounding the tibialis anterior were collected and fixed in formalin.

### Femoral artery wire injury.

Eight- to 10-week-old C57BL/6J mice (Australian Bio Resources) underwent femoral artery wire injury as a model of postangioplasty restenosis to study intimal hyperplasia, as previously described (8). All animals were first anesthetized with 2% isoflurane at 90% O^2^. Upon loss of pedal reflex, a 0.014-inch guidewire was inserted into the femoral artery and left for 45 seconds to overstretch the arterial wall. For gene knockdown experiments, injury was performed as above and viruses (1 × 10^7^ PFU) were delivered by painting the concentrated viral supernatant and pluronic-127 gel (Sigma-Aldrich) mixture circumferentially around the injured femoral artery. The contralateral uninjured femoral artery was used as the baseline control. Femoral arteries were harvested 3 weeks after surgery and analyzed in a blinded manner. Animals were euthanized by 3% isoflurane with cardiac puncture perfusion of PBS, and a final cervical dislocation prior to tissue collection.

### Immunostaining, microscopy, and quantification.

Femoral arteries were harvested and fixed in 4% paraformaldehyde overnight at 4°C followed by dehydration in 30% sucrose overnight. Samples were embedded in OCT (Tissue-Tek, Sakura) and sectioned (Leica Biosystems). Hematoxylin-eosin (H&E) staining was performed using standard protocols. Elastin van Gieson (EVG) staining was performed following the manufacturer’s protocol (Australian Biostains). For immunofluorescent staining, cryosections were blocked with 5% BSA for 1 hour and sections were incubated with primary antibodies at 4°C overnight. Following incubation with secondary antibodies, images were mounted with DAPI-mount (Thermo Fisher Scientific). Sections stained with secondary antibodies alone were used as controls (Supplemental Figure 3). Bright-field images were acquired with the Leica DM4000 B LED microscope and fluorescence images captured using a Nikon Eclipse Ti-2E. A mean value was generated from a minimum of 3 independent sections of each artery sample. The mean fluorescence intensity (MFI) of SERPINE1 and ACTA2 were quantified in the regions of interest using ImageJ software (NIH) as previously described (47). Cell number and intimal and medial area quantifications were analyzed using ImageJ. Antibodies used in the study are listed in Supplemental Table 2.

### Cell culture.

HEK293T cells (ATCC) were grown in DMEM (Gibco) supplemented with 10% FBS (Hyclone) and 1% penicillin-streptomycin (Gibco). Mouse primary VSMCs were isolated from the descending aorta of 8- to 12-week-old C57BL/6J mice as previously described (48). Briefly, the descending aortas were incubated in an enzymatic cocktail containing 1.25 U/mL elastase (Sigma-Aldrich) and 175 U/mL collagenase (Sigma-Aldrich) for 10–15 minutes at 37°C with shaking to remove the adventitia. The stripped aortas were then cut longitudinally and the endothelium scraped. Aortas were then plated onto tissue culture plates and VSMCs allowed to migrate out. Cells were cultured in DMEM/F-12 (Gibco) supplemented with 15% FBS and 1% penicillin-streptomycin. Human coronary artery smooth muscle cells were purchased from Lonza and cultured as previously described (48). Murine and human VSMCs were used between passage 5 and 7. To induce phenotypic switching of VSMCs, cells were fasted in 2% FBS starvation media overnight prior to treatment with rapamycin (50 nM; PeproTech) or PDGF-BB (20 ng/mL; PeproTech) to induce differentiation and dedifferentiation, respectively (8, 48).

### VSMC proliferation, migration, and contraction assays.

Cell proliferation was determined using the CellTiter 96 Aqueous One MTS assay according to manufacturer’s instructions (Promega). In brief, dye solution was added to 96-well plates seeded with 0.4 × 10^4^ cells per well. Following a 4-hour incubation period, solubilization solution was added to each well and absorbance read at 570 nm (PheraStar FS). VSMC migration was assessed using a wound healing scratch assay where a scratch was made across the well of fully confluent VSMCs; cell migration into the denuded zone was observed over 48 hours and percentage of gap closure was calculated using ImageJ. Transwell migration assays were also used to further assess VSMC migration. Eight-micrometer-pore membrane inserts (Corning) were coated with 0.1% gelatin and VSMCs (4 × 10^4^ cells) were loaded into the upper chamber in 0.1% FBS–containing medium and then exposed to 10% FBS–containing medium in the lower chamber for 48 hours. Membranes were fixed with 4% paraformaldehyde for 20 minutes and stained with 0.1% crystal violet in the dark for 15 minutes. Images of the membrane underside and migrated cells were captured using a Zeiss microscope and quantified by ImageJ in a blinded manner. VSMC contraction was determined using a cell contraction assay kit (CytoSelect) per the manufacturer’s instructions. Collagen gel size change (contraction index) was monitored over 48 hours and measured using ImageJ.

### Gelatin zymography.

Gelatinase substrate gel electrophoresis was performed using 10% polyacrylamide gels with 0.1% gelatin. Samples were prepared in loading buffer consisting of 0.4 mol/L Tris, pH 6.8, 5% SDS, and 0.03% bromophenol blue. Gels were washed in renature solution (2.5% Triton X-100) for 1 hour at room temperature and then incubated in substrate buffer (50 mmol/L Tris, pH 7.5, 10 mmol/L CaCl_2_, and 1 mmol/L ZnSO_4_) at 37°C overnight. Gels were stained with Coomassie blue to reveal regions of gelatinase activity. The 3D plot was generated with ImageJ software using the Interactive 3D surface plot plugin.

### shRNA lentiviral vector production and transduction.

Viral supernatants were produced by calcium phosphate transfection of HEK293T cells (3–4 × 10^6^ cells/well) with pRSV-Rev, pMDLg/p.rre, and pMD2.VSV-G used to package lentiviruses. Media were replaced with fresh 10 mL HEK293T growth medium supplemented with 25 μM chloroquine 1 hour before transfection. Cells were given fresh HEK293T medium supplemented with 2 mM sodium butyrate 24 hours after transfection. Lentivirus-containing supernatants were harvested 24 hours later via centrifugation at 350*g* for 5 minutes at room temperature to pellet the cells. Supernatant was removed and filtered using a 0.45 μm filter. Filtered lentivirus-containing supernatants were aliquoted into 1.5 mL Eppendorf tubes and snap-frozen on dry ice and stored at –80°C for later use. For in vivo use, filtered supernatant was concentrated by ultracentrifugation for 2 hours at 20,000 rpm in a Beckman SW28 rotor. Viral supernatant was resuspended on ice in DMEM at 1/200^th^ of the original volume.

VSMCs were seeded into 6-well plates to reach a confluence of 70% before transduction. Cells were incubated for 1 hour in DMEM containing 15% FBS, 1% penicillin-streptomycin, and 4 μg/mL polybrene. Cells were infected with lentiviral supernatant for 24 hours. The nontargeting control lentiviral vector used was ath-miR-159 pLKO.1-2A-GFP that expresses an shRNA against a sequence encoding plant microRNA. Fresh medium was added to transduced VSMC cultures and cells were collected 48 hours later. Success of lentiviral transduction was verified by visualizing eGFP expression with a Nikon Eclipse Ti-E inverted microscope. Knockdown efficiency was confirmed by Western blotting and/or qRT-PCR.

### RNA purification and qRT-PCR.

Total RNA was isolated using TRIzol reagent (Invitrogen) and reverse transcribed using an iScript cDNA synthesis kit (Bio-Rad) according to the manufacturers’ instructions. qRT-PCR was performed on diluted cDNA with SsoFast EvaGreen (Bio-Rad) and on a Bio-Rad Real-Time PCR machine. Analysis was performed using the accompanying CFX Manager analysis software. *18S* was used as the housekeeping control. Primers are provided in Supplemental Table 3.

### Western blot.

Cells were lysed in radioimmunoprecipitation assay (RIPA) buffer (Thermo Fisher Scientific) supplemented with 1% (v/v) Halt PIC (Thermo Fisher Scientific). The protein concentration was determined using a BCA protein assay kit (Thermo Fisher Scientific) followed by standard Western blot protocols. Membranes were incubated with respective primary antibodies overnight at 4°C and then incubated with corresponding secondary antibodies for 1 hour at room temperature. The reaction was followed by ECL+ detection system (Thermo Fisher Scientific) and then exposed using a Bio-Rad ChemiDoc Touch Imaging System. The results were expressed as fold induction by normalizing the data to control values. A list of antibodies used is provided in Supplemental Table 4. Blots per figure panel were run in parallel and presented together with their respective loading control.

### RNA stability assay.

Control and *Mettl14*-depleted VSMCs were treated with 10 μg/mL actinomycin D (Sigma-Aldrich) for different time points (e.g., 0, 2, and 4 hours) and harvested. RNA extraction was performed on harvested cells using TRIzol reagent. cDNA synthesis and qRT-PCR were performed as described above. RNA decay rates were determined using nonlinear regression curve fitting (1-phase decay), with the following parameters: least squares (ordinary fit), confidence level 95% and asymmetrical (likelihood) CI, with medium convergence criteria, as previously described (49).

### mRNA- and m^6^A-RIP-seq.

To determine gene expression changes between shCtrl- and sh*Mettl14*-transduced primary murine VSMCs, poly-A–enriched RNA samples, each in duplicate, were prepared and sent for mRNA-seq analysis. Briefly, poly-A–enriched mRNA libraries were prepared from 2 μg of TURBO DNase–treated, total RNA using the TruSeq Stranded Library Preparation Kit (Illumina), according to the manufacturer’s instructions. mRNA-seq was performed on each cell population in duplicate by Novogene. A total of 100 million paired-end strand-specific reads were sequenced per sample on an Illumina HiSeq 2500 platform.

To determine accompanying m^6^A epitranscriptomic changes, samples were prepared for m^6^A-RIP-seq as previously described (26). Briefly, 3–5 μg total RNA underwent zinc-mediated fragmentation into approximately 200-nt-long fragments, verified by using a Bioanalyzer (Agilent Technologies). To enrich for RNA fragments containing m^6^A modifications, magnetic beads were first prepared in IP buffer and 5 μg anti-m^6^A antibody (Millipore, ABE572) by mixing for 6 hours at 4°C. The antibody-bead mixtures were resuspended in IP reaction solutions containing fragmented total RNA. m^6^A-enriched fragmented RNA was eluted from the beads using the RNeasy Mini Kit (Qiagen). The eluates were resuspended in ethanol and transferred to an RNeasy MiniElute spin column (Qiagen) and centrifuged at high speed. m^6^A-enriched RNA fragments, resuspended in nuclease-free water, then underwent library preparation and m^6^A-RIP-seq at a depth of 20 million single-end reads, per sample, using an Illumina NextSeq 500 high-output platform, as previously described (26).

### Nascent RNA assay.

Nascent RNA was labeled with 4sU and captured following the method described by Lee et al. (50). Briefly, 1 × 10^7^ VSMCs were cultured in a 10-cm plate with growth media and transduced with either a sh*Mettl14*-2 or nontargeting control shRNA. Seventy-two hours after transduction, the media were replaced with fresh media containing 700 μM 4sU for up to 15 minutes. Cells were lysed by adding 3 mL TRIzol directly to each plate. Total RNA was extracted using according to the manufacturer’s instructions and diluted in 120 μL nuclease-free water. Five percent of the total RNA was reserved for validating the *Mettl14* knockdown levels.

The remaining RNA was biotinylated in a 250 μL reaction comprising 50 μL MTSEA biotin-XX (166 mg/mL in DMF; Biotium Inc), 25 μL 10× biotinylation buffer (100 mM Tris, pH 7.4; 10 mM EDTA), 115 μL RNA, and 60 μL water. The biotinylation reaction was incubated at room temperature in the dark for 2 hours on a rotator. RNA was then extracted using acidic phenol (pH 4.5) following standard protocols. The purified RNA was resuspended in 250 μL nuclease-free water, diluted by 2-fold in 2× high-salt buffer (100 mM Tris-HCl pH 7.4, 2 M NaCl, 20 mM EDTA, 0.1% Tween 20), and incubated with 20 μL Dynabeads MyOne Streptavidin C1 beads (Invitrogen) at room temperature for 30 minutes on a rotator. The beads were washed 3 times with high-salt buffer (50 mM Tris-HCl pH 7.4, 1 M NaCl, 10 mM EDTA, 0.05% Tween 20), twice with TET buffer (10 mM Tris-HCl pH 7.4, 1 mM EDTA, 0.05% Tween 20), and once with TE buffer (10 mM Tris-HCl pH 7.4, 1 mM EDTA). To elute the 4sU-labeled nascent RNA, the beads were resuspended with 150 μL freshly prepared 5% β-mercaptoethanol and incubated for 15 minutes in the dark. The beads were captured using a magnetic rack, and the supernatant was collected. This step was repeated with another 150 μL of warm 5% β-mercaptoethanol, and the 2 supernatants were combined (total 300 μL). Nascent RNA was precipitated using 2-propanol following a standard precipitation protocol. The extracted RNA was dissolved in 15 μL nuclease-free water and treated with DNase (iScript, Bio-Rad) to eliminate genomic DNA. cDNA synthesis was performed using the iScript kit (Bio-Rad), and qPCR was conducted using the primers listed in Supplemental Table 5.

### Bioinformatics and statistics.

For mRNA-seq, paired-end high-quality reads were mapped to the mouse genome mm10 (ENSEMBL version 86, GRCm38.p6) using STAR (51). Read counts for reads overlapping genomic regions were quantified using FeatureCounts (52), and analyzed using the DESeq2 R package for differential gene expression analysis (53). For mRNA-seq, paired-end high-quality reads were mapped to the mouse genome mm10 (ENSEMBL version 86, GRCm38.p6) using STAR. Read counts for reads overlapping genomic regions were quantified using FeatureCounts, and analyzed using the DESeq2 R package for differential gene expression analysis.

m^6^A-RIP-seq datasets were similarly preprocessed by aligning high-quality reads to the mouse genome mm10. To minimize the rate of false positives, only uniquely mapped reads were selected by SAMtools for downstream analyses. m^6^A peaks enriched in IP samples compared with corresponding input controls were identified using MACS2 (54). To identify m^6^A with high confidence, peaks were intersected in a pairwise fashion among 2 replicates using BEDTools (55). Fold changes for m^6^A peaks were obtained from MACS2 outputs. Consensus m^6^A peaks were mapped to CDSs, 5′ UTRs, 3′ UTRs, start codons, stop codons, and noncoding RNAs using intersectBed from BEDTools, according to RefSeq gene annotations (ENSEMBL version 86). The m^6^A consensus DRACH motif was identified via de novo motif search using HOMER (56), with m^6^A peaks as the target sequences and control peaks used as background. A Fisher’s exact test was used to determine whether m^6^A peaks were significantly altered between conditions (*P* < 0.05) with a log_2_(fold change) of greater than 1. GO analyses were performed on genes showing significantly differential m^6^A peaks. Biological process enrichment analyses were performed for the genes with highly increased/decreased m^6^A peaks using clusterProfiler (57).

### Statistics.

Unless otherwise specified, all statistical analyses were performed using GraphPad Prism software. Statistical significance was determined between 2 groups through paired or unpaired 2-tailed Student’s *t* test analysis when appropriate. For multiple groups, 1-way or 2-way ANOVA with Tukey’s or Šidák’s multiple-comparison test was used when appropriate to determine statistical significance. Two-way ANOVA for repeated measures was used for continuous measurements over time. All error bars shown represent SD, from at least 3 independent experiments. *P* values of less than 0.05 were considered statistically significant.

### Study approval.

Human samples were approved by the IEC for Clinical Research and Animal Trials of the First Affiliated Hospital of Sun Yat-Sen University (approval number 2021-668). Procedures for collecting human samples were approved by the Sydney Local Health District Human Ethics Committee (X20-0183). All patients provided written consent prior to participation. This study confirms with principles outlined in the Declaration of Helsinki (46). All animal experiments were approved by the Garvan Institute/St. Vincent’s Hospital Animal Ethics Committee (no. 20/04) and performed in accordance with NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

Values for all graphs are available in the Supporting Data Values file in the supplemental material. Sequencing data have been deposited in the NCBI GEO repository with accession numbers GSE291558 and GSE291560. Additional data can be obtained from the corresponding authors upon reasonable request.

## Author contributions

GC and BSLL are co–first authors and contributed equally; the order of their names was based on duration of their involvement in the project. JJLW and RL conceived and designed the research. GC, BSLL, IDG, MM, and RL performed experiments and analyzed data. JT generated viruses. NP and QL prepared cells for mRNA-seq and m^6^A-RIP-seq. RS and JJLW performed bioinformatics analysis. DAR, MW, MMK, and JY provided clinical samples. GC, BSLL, JJLW, and RL wrote the manuscript, which was edited by MK and JY.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
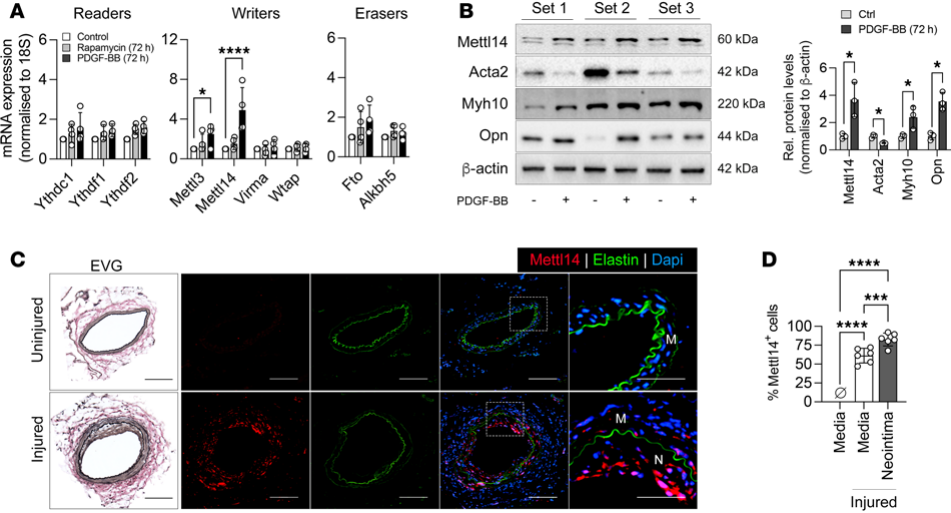
Mettl14 expression is increased in dedifferentiated VSMCs in vitro and following injury. (**A**) mRNA expression of m^6^A modification complex proteins in murine VSMCs treated with rapamycin (50 nM) or PDGF-BB (20 ng/mL) versus control (2% FBS). *n* = 4 independent samples. (**B**) Western blot and quantification of Mettl14 and VSMC markers in murine VSMCs treated without and with PDGF-BB. *n* = 3 biologically independent repeats. (**C**) Representative images of elastin van Gieson (EVG) and immunofluorescently stained cross sections of murine femoral artery 21 days after femoral artery wire injury. Insets were further magnified and presented in the right panels. Mettl14, red; elastin autofluorescence, green; DAPI, blue. M, media; N, neointima. Scale bars: 100 μm. (**D**) Quantification of Mettl14^+^ nuclei in the media of uninjured femoral arteries and in the media and neointima of injured femoral arteries. *n* = 6 biologically independent samples. *P < 0.05; ***P < 0.005; ****P < 0.001 by 2-way ANOVA with Šidák’s multiple-comparison test (**A**), multiple unpaired, 2-tailed Student’s *t* test with Šidák’s multiple-comparison test (**B**), or 1-way ANOVA with Tukey’s multiple-comparison test (**D**). Data are presented as mean ± SD.

**Figure 2:**
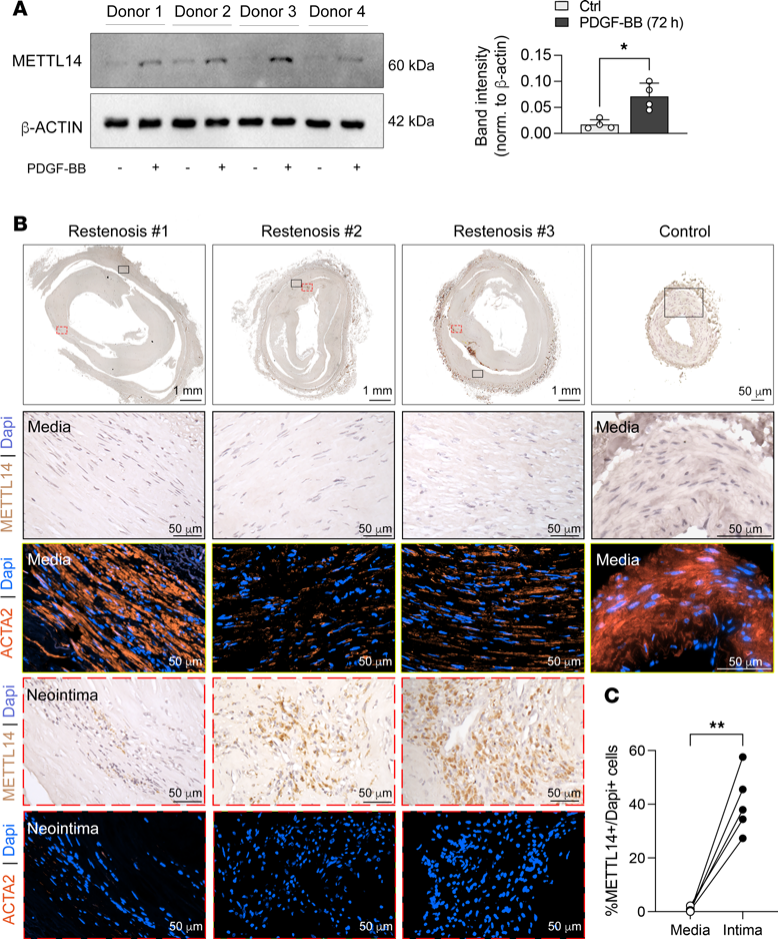
Increased METTL14 expression in the neointima of human restenotic samples. (**A**) Western blot and quantification of METTL14 expression from 4 independent human coronary artery VSMC lines treated with PDGF-BB. (**B**) Representative immunohistochemical staining of METTL14 and immunofluorescent staining of Acta2 in serial sections of femoral arteries from patients. Control arteries were taken from nonrestenotic areas of patients (*n* = 2) and compared to areas with restenosis from patients with arteriosclerosis obliterans (*n* = 5). Top panel: Low magnification of whole femoral artery shown. Middle panel: Magnification of media (black boxed area). Bottom panel: Magnification of neointimal region (red boxed area). METTL14, brown; nuclei, blue; Acta2, red; DAPI, blue. Scale bars: 1 mm (top left 3 images) and 50 μm (all other images). (**C**) Quantification of number of METTL14-expressing cells versus total number of cells from 4 randomly taken images from the media and intimal regions. Each dot represents an individual patient. *P < 0.05; **P < 0.005 by unpaired, 2-tailed Student’s *t* test (**A**) or paired, 2-tailed Student’s *t* test (**C**). Data are presented as mean ± SD.

**Figure 3:**
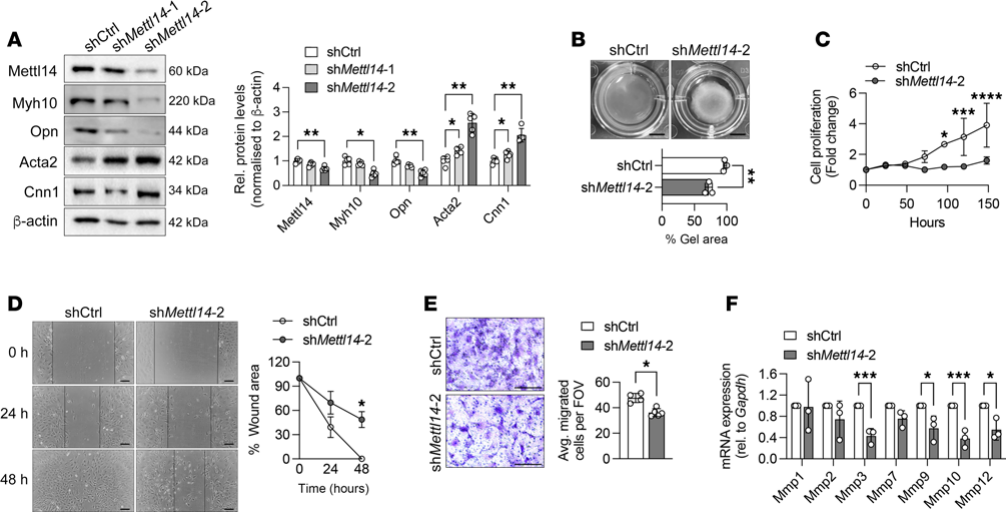
Mett14 silencing promotes VSMC differentiation in vitro. (**A**) Representative Western blot and quantification of Mettl14 expression and VSMC markers in mouse primary VSMCs transduced with lentiviral vectors expressing nontargeting short hairpin RNA (shCtrl) or *Mettl14* shRNA. Two different sh*Mettl14* viruses were tested (sh*Mettl14-1* and sh*Mettl14-2*) and proteins were analyzed 72 hours after transduction. (**B**) Top: Representative image of collagen gel contraction assay of shCtrl- or sh*Mettl14-2*-transduced VSMCs at 72 hours. Bottom: Quantification of gel area. *n* = 3 independent repeats. Scale bars: 5 mm. (**C**) MTS cell proliferation assay of shCtrl- or *shMettl14-2*-transduced VSMCs at 0, 24, 48, 72, 96, 120, and 148 hours. *n* = 4 independent repeats. (**D**) Representative images of scratch assay for cellular migration of shCtrl- or sh*Mettl14-2*-transduced VSMCs at 0, 24, and 48 hours. Lines mark the wound edges of the cultures. Quantification of percentage of wounded area shown on the right. *n* = 4 independent repeats. Scale bars: 50 μm. (**E**) Representative images of Transwell migration assay and quantification of average number of migrated shCtrl- and sh*Mettl14-2*-transduced VSMCs after 48 hours. *n* = 5 independent repeats. Scale bars: 50 μm. (**F**) mRNA expression of matrix metalloproteinases (MMP) in shCtrl- or sh*Mettl14-2*-transduced VSMCs. *n* = 3 independent repeats. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001 by 2-way ANOVA with Šidák’s multiple-comparison test (**A**, **C**, and **F**), unpaired, 2-tailed Student’s *t* test (**B** and **E**), or repeated measures 2-way ANOVA (**D**). Data are presented as mean ± SD.

**Figure 4:**
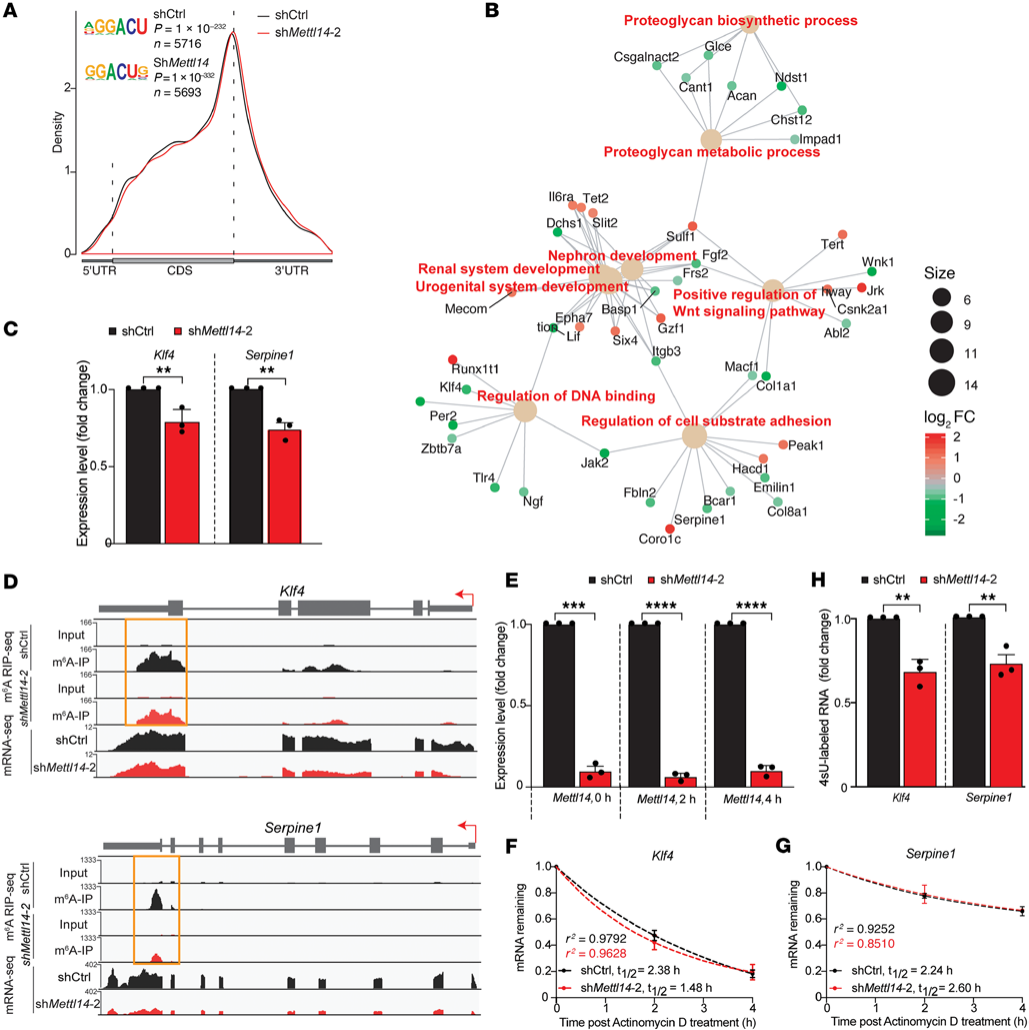
Mettl14 knockdown downregulates the expression of m^6^A-modified mRNAs that control VSMC plasticity. (**A**) Metagene plots showing the distribution of m^6^A peaks detected using m^6^A-RIP-seq and their enrichment within the DRACH motifs in primary mouse VSMCs expressing sh*Mettl14*-2 and shCtrl. (**B**) Cytoscape-generated (https://cytoscape.org/) network map showing m^6^A-modified genes within specific functional pathways that are up- or downregulated in *Mettl14*-knockdown primary mouse VSMCs (sh*Mettl14*-2) compared with control (shCtrl). Up- and downregulated genes are shown in red and green, respectively, and shaded based on the log_2_(fold change) (log_2_FC) values. (**C**) Expression of *Klf4* and *Serpine1* transcripts in primary mouse VSMCs transduced with virus expressing sh*Mettl14*-2 and shCtrl measured using qRT-PCR. (**D**) Integrative Genome Viewer (https://igv.org) plots showing m^6^A peaks on *Klf4* and *Serpine1* mRNAs and the corresponding mRNA expression data in sh*Mettl14-*2–transduced primary mouse VSMCs (red) and shCtrl (black). The m^6^A peaks near stop codons of genes are shown in the orange boxes. (**E**) Levels of *Mettl14* knockdown in cells detected using qRT-PCR at 0, 2, and 4 hours following actinomycin D treatment. (**F** and **G**) RNA stability plots for *Klf4* and *Serpine1* transcripts in *Mettl14*-knockdown VSMCs compared to controls, with decay trend (dotted lines), half-life (*t*_1/2_), and goodness of fit (*r*^2^) shown. (**H**) 4-Thiouridine–labeled (4sU-labeled) nascent RNA transcripts encoded by the *Klf4* and *Serpine1* genes in Mettl14-knockdown VSMCs compared to controls. Data acquired using qRT-PCR were in triplicate from 3 independent experiments. **P *<* 0.01; ***P < 0.001; ****P < 0.0001 by unpaired, 2-tailed Student’s *t* test. Data presented as mean ± SD.

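Figure 4B shows 28 genes in green and 15 in red, and all of them are in the paper's Supplemental Table 1. The colors follow the direction of the m6A peak there, with a reduced peak in 28 of 28 green genes and a raised peak in 15 of 15 red genes. In the mRNA-seq counts 21 of the green genes were lower with sh*Mettl14* and 7 were higher, with a median log2 fold change of −0.27, and 16 were lower in both letters. The 7 higher genes were *Csgalnact2*, *Dchs1*, *Abl2*, *Zbtb7a*, *Tlr4*, *Emilin1* and *Col8a1*, and of these only *Tlr4* stayed higher with each library left out in turn. *Abl2* (0.0079) was lower with RLE factors (−0.0013). Of the 21 lower green genes 8 turned higher in at least 1 fit that left out a library, *Itgb3* the furthest (0.47 without shCtrl B). Each such fit compares unequal numbers of the letters, so a change of direction can reflect the difference between letters. *Itgb3* itself was lower within both letters (−0.011 in A and −0.40 in B). Of the red genes 13 were higher and 2 lower, *Hacd1* (−0.03) and *Coro1c* (−0.15), with a median of 0.18. *Hacd1* changed to 0.16 without shCtrl A and to 0.29 without sh*Mettl14* B, and *Coro1c* changed to 0.00053 without shCtrl B. Of the 13 higher red genes 4 turned lower in at least 1 such fit, *Mecom* (−0.32 without shCtrl A), *Sulf1*, *Peak1* and *Gzf1*. DESeq2's Wald test called *Chst12* (adjusted p = 0.026), and a fit with the letters as pairs called *Chst12* and *Fgf2* (closing section). With the main edgeR test no gene of either color had an adjusted p under 0.05 over all genes tested. At an unadjusted p under 0.05 there were 3 green genes and 0 red genes, and adjusted over the list alone 1 green gene passed, *Chst12* (edgeR adjusted p = 0.043), on a list that the study took from this experiment and that is not independent. *Chst12* (ENSMUSG00000036599, chromosome 5 from 140505550 to 140525724) fell by 1.45 on the log2 scale (standard error 0.23, unadjusted p = 0.0015 from edgeR), with log2 ratios of −1.18 in A and −1.69 in B. *Fgf2* (ENSMUSG00000037225, chromosome 3 from 37348346 to 37410108) fell by 1.26 (standard error 0.31, unadjusted p = 0.0098 from edgeR), and 9.44% of its exon bases overlap genes on the other strand and 3.76% genes on its own strand. The 3′ UTRs of *Chst12* and *Fgf2* each hold 1 copy of GTGTTAA, the 3′ UTR word whose carriers fell most in these same libraries (closing section).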

**Figure 5:**
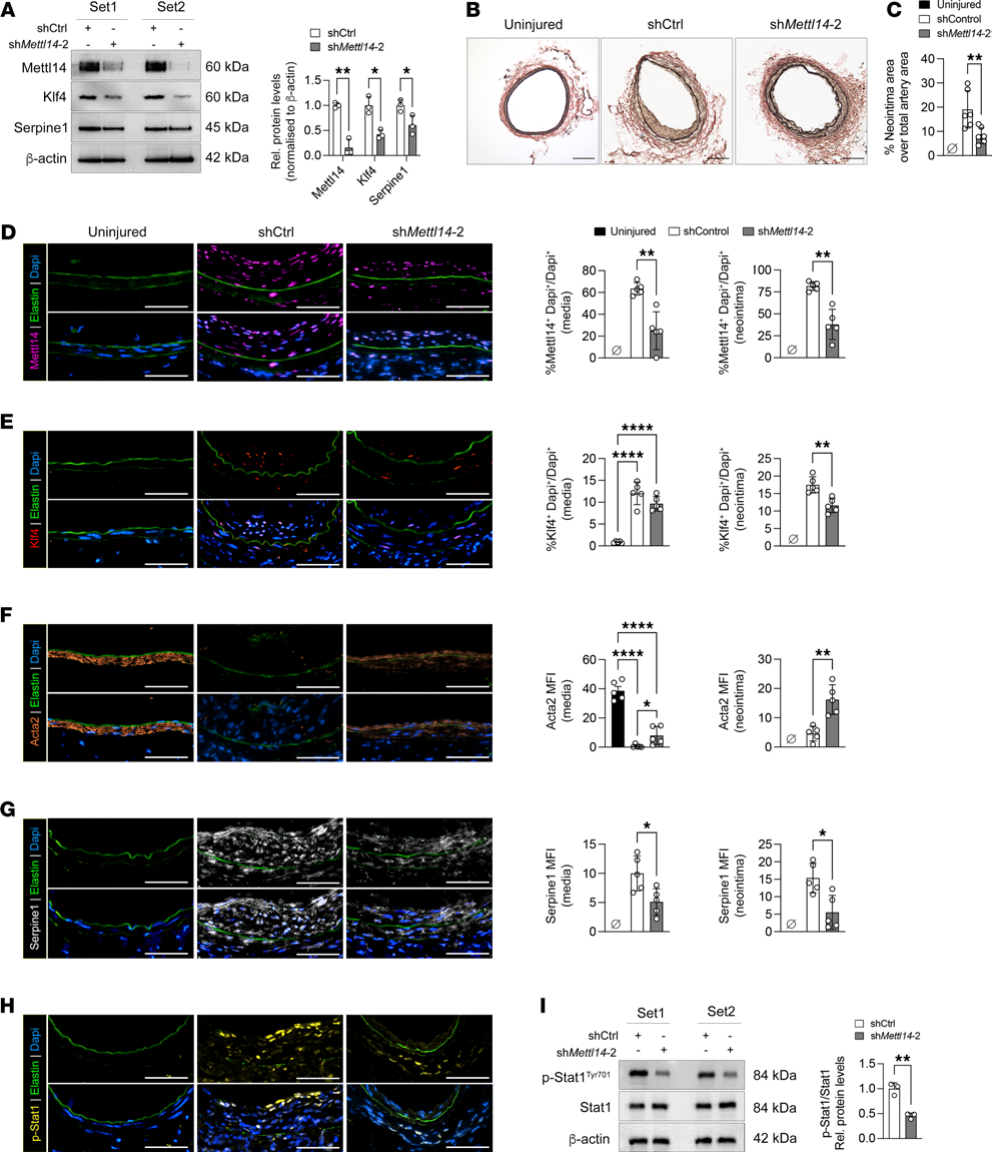
Knockdown of Mettl14 significantly reduced neointima formation in a murine femoral artery wire injury model. (**A**) Representative Western blots and quantification of Mettl14, Klf4, and Serpine1 expression in shCtrl- or sh*Mettl14-2*–transduced VSMCs 48 hours after infection. *n* = 3 independent repeats. (**B**) Representative EVG-stained cross sections of femoral arteries transduced with shCtrl or sh*Mettl14*-2 viruses 3 weeks after wire injury. Scale bars: 100 μm. (**C**) Quantification of neointimal ratio in **B**. *n* = 6 biologically independent samples. (**D**–**G**) Representative Mettl14, Klf4, Acta2, and Serpine1 immunofluorescent staining of murine femoral arteries 21 days after wire injury. Mettl14, purple; Klf4, red; Acta2, orange; Serpine1, white; elastin autofluorescence, green; DAPI, blue. Scale bars: 50 μm. Quantification of cell number or stained area in **D**–**G** is shown on the right. *n* = 5–8 biologically independent samples. MFI, mean fluorescence intensity. (**H**) Representative immunofluorescence images of murine femoral arteries 21 days after wire injury stained for p-Stat1 (Tyr701). p-Stat1, yellow; elastin autofluorescence, green; DAPI, blue. Scale bars: 50 μm. *n* = 5 biologically independent samples. (**I**) Representative Western blot of p-Stat1 and Stat1 expression and their quantification in shCtrl- or sh*Mettl14-2*–transduced VSMCs. *n* = 3 independent repeats. *P < 0.05; **P < 0.01; ****P < 0.001 by multiple unpaired, 2-tailed Student’s *t* test (**A**), 1-way ANOVA with Tukey’s multiple-comparison test (**C** and **D**–**G**), or unpaired, 2-tailed Student’s *t* test (**I**). Data are presented as mean ± SD.

**Figure 6:**
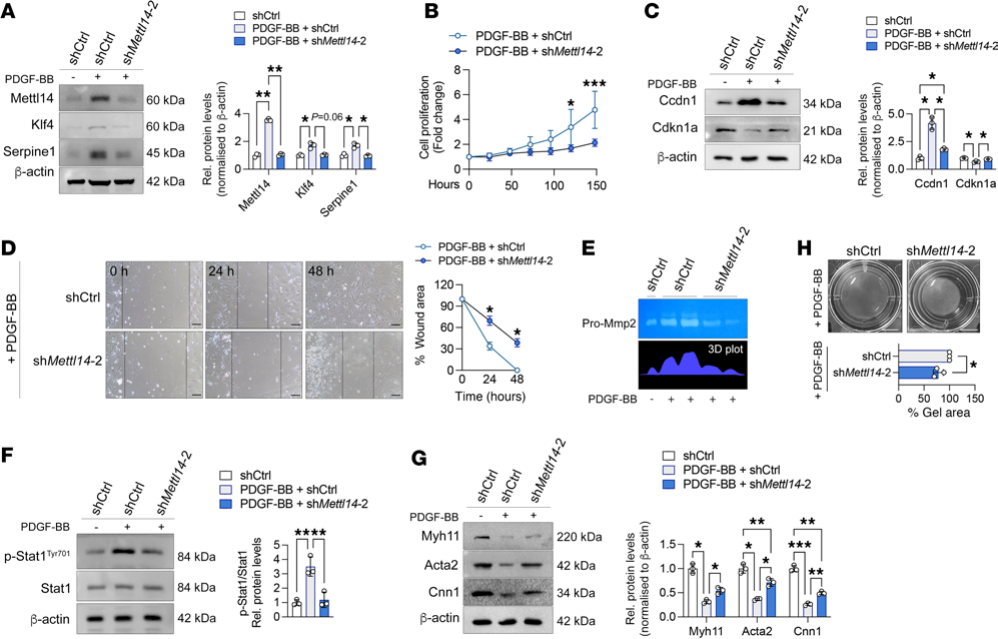
Mettl14 silencing suppresses injury-induced VSMC dedifferentiation in vitro. (**A**) Immunoblotting and quantification of Mettl14, Klf4, and Serpine1 levels in VSMCs pretreated with PDGF-BB or not for 72 hours, followed by transduction with shCtrl or sh*Mettl14-2* viruses. *n* = 4 independent repeats. (**B**) MTS cell proliferation assay performed on murine VSMCs treated with PDGF-BB for 72 hours and then transduced with shCtrl or sh*Mettl14-2* viruses over 148 hours. *n* = 3 independent repeats. (**C**) Representative Western blot and quantification of Ccnd1 and Cdkn1a in shCtrl- and sh*Mettl14*-2–transduced VSMCs following 72 hours of PDGF-BB pretreatment. *n* = 3 independent repeats. (**D**) Representative images of scratch assay assessing cellular migration of PDGF-B–pretreated murine VSMCs transduced with shCtrl or sh*Mettl14-2* at 0, 24, and 48 hours. Lines mark the wound edges of the cultures. Scale bars: 50 μm. Quantification of percentage of wounded area shown on the right. *n* = 3 independent repeats. (**E**) Representative image of gelatin zymography stained with Coomassie blue assessing Mmp2 activity in PDGF-BB–pretreated murine VSMCs transduced with shCtrl or sh*Mettl14-2*. Each lane represents 1 individual sample. *n* = 5 biologically independent samples. Quantification of enzymatic activity in 3D plot shown below. (**F**) Representative Western blot and quantification of p-Stat1 (Tyr701) and Stat1 in PDGF-BB–pretreated murine VSMCs transduced with shCtrl or sh*Mettl14-2*. *n* = 4 independent repeats. (**G**) Representative Western blot and quantification of contractile VSMC markers in PDGF-BB–pretreated murine VSMCs transduced with shCtrl or sh*Mettl14-2*. *n* = 4 independent repeats. (**H**) Representative images of collagen gel contraction assay of PDGF-BB–pretreated murine VSMCs transduced with shCtrl or sh*Mettl14-2*. *n* = 3 independent repeats. Scale bars: 5 mm. *P < 0.05, ***P < 0.005 by 2-way ANOVA with Šidák’s multiple-comparison test (**A**–**C** and **G**), repeated measures 2-way ANOVA (**D**), 1-way ANOVA with Tukey’s multiple-comparison test (**F**), or unpaired, 2-tailed Student’s *t* test (**H**). Data are presented as mean ± SD.

**Figure 7:**
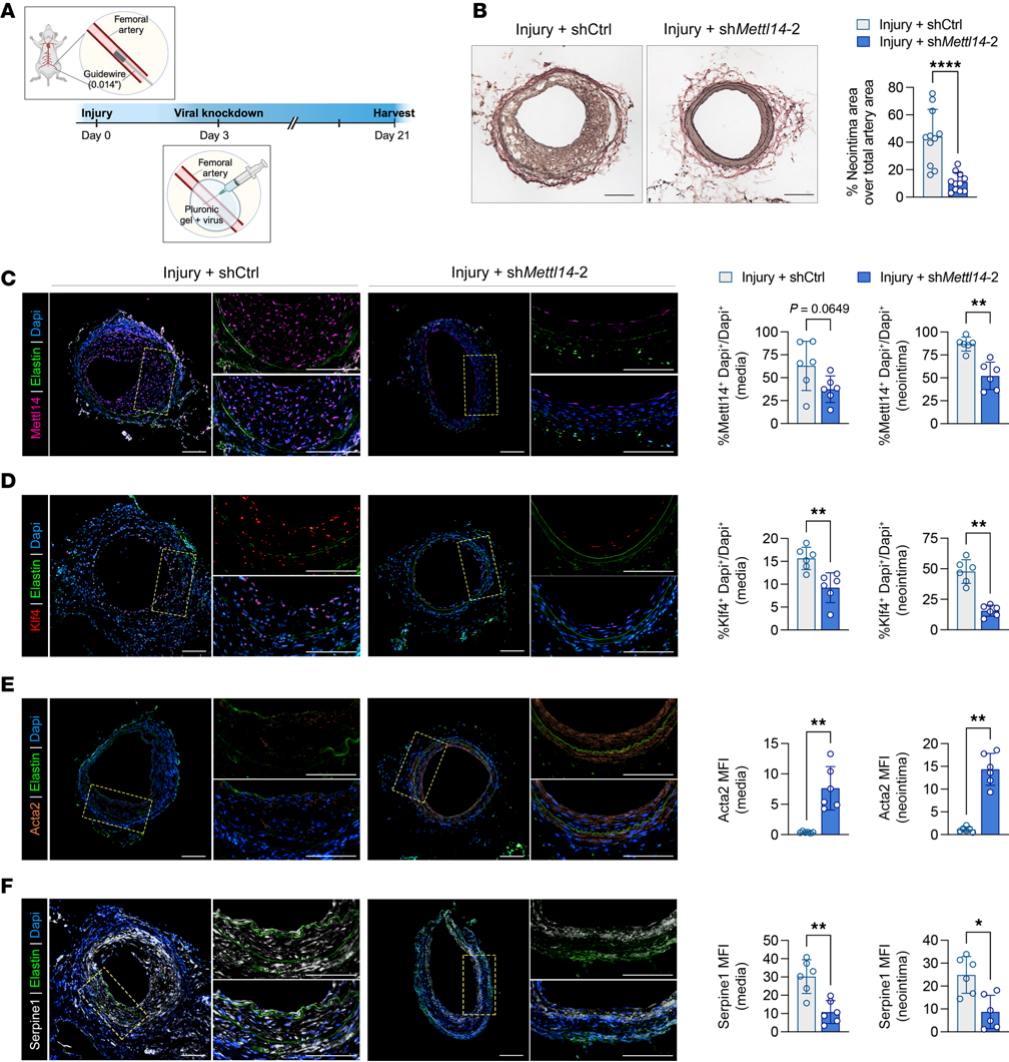
Injury-induced neointima formation can be prevented with early Mettl14 silencing. (**A**) Schematic representation of study design to determine whether METTL14 knockdown in preinjured femoral arteries could attenuate intimal hyperplasia and neointima formation. Viruses were pasted around the injured regions of the femoral arteries 3 days following initial wire injury. Samples were harvested 21 days following injury. (**B**) Representative EVG-stained cross sections of femoral arteries 3 weeks after injury. Quantification of neointimal area shown on the right. Scale bars: 100 μm. (**C**–**F**) Representative immunofluorescence images of murine femoral arteries 21 days after wire injury stained for Mettl14, Klf4, Acta2, and Serpine1. Insets represent zoomed-in neointimal regions that are enlarged in each corresponding right panel. Mettl14, purple; Klf4, red; Acta2, orange; Serpine1, white; elastin autofluorescence, green; DAPI, blue. Scale bars: 100 μm. Quantification of cell number or stained area in **C**–**F** shown on the right. MFI, mean fluorescence intensity. *P < 0.05, **P < 0.01, ****P < 0.001 by 2-way ANOVA with Šidák’s multiple-comparison test. Data are presented as mean ± SD.

**Figure 8:**
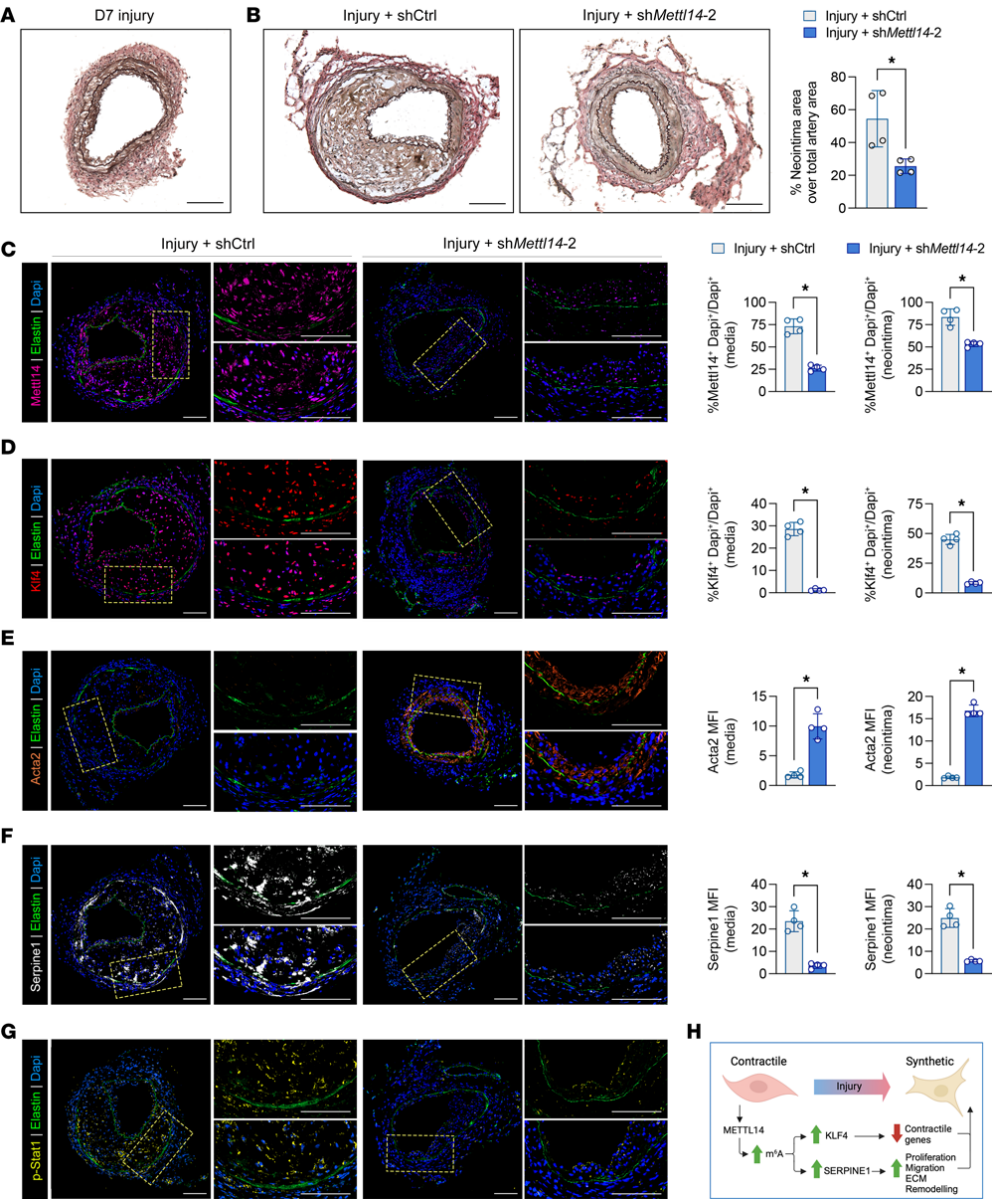
Knockdown of Mettl14 can rescue intimal hyperplasia. (**A**) Representative EVG-stained cross section of day 7 injured femoral arteries. (**B**) Representative EVG-stained cross sections of femoral arteries collected at 3 weeks from arteries treated with shCtrl or sh*Mettl14-2* viruses 7 days after wire injury. Quantification of neointimal area shown on the right. Scale bars: 100 μm. (**C**–**F**) Representative immunofluorescence images of murine femoral arteries 21 days after wire injury stained for Mettl14, Klf4, Acta2, and Serpine1. Insets represent zoomed-in neointimal regions that are enlarged in each corresponding right panel. Mettl14, purple; Klf4, red; Acta2, orange; Serpine1, white; elastin autofluorescence, green; DAPI, blue. Scale bars: 100 μm. Quantification of cell number or stained area in **C**–**F** is shown on the right. (**G**) Representative immunofluorescence images of murine femoral arteries 21 days after wire injury stained for p-Stat1 (Tyr701). Insets represent zoomed-in neointimal regions shown on right. p-Stat1, yellow; elastin autofluorescence, green; DAPI, blue. Scale bars: 100 μm. (**H**) Proposed schematic model of the regulatory effect of Mettl14 on VSMC phenotype. Mettl14 expression is low in abundance in contractile VSMCs and in healthy arteries. Levels of Mettl14 are elevated following injury and lead to increased m^6^A modification of *Klf4* and *Serpine1*, which in turn results in decreased contractile VSMC markers and increased proliferation, migration, and ECM remodeling capabilities As a result, VSMCs change to the synthetic phenotype and participate in intimal hyperplasia. MFI, mean fluorescence intensity. *P < 0.05 by 2-way ANOVA with Šidák’s multiple-comparison test. Data are presented as mean ± SD.

# Supplementary material for: METTL14 promotes intimal hyperplasia through m6A-mediated control of vascular smooth muscle dedifferentiation genes
**Source:** JCI Insight. 2025 Apr 17;10(10):e184444. doi: 10.1172/jci.insight.184444
**Supplement:** Supplemental data

## SUPPLEMENTARY FIGURES

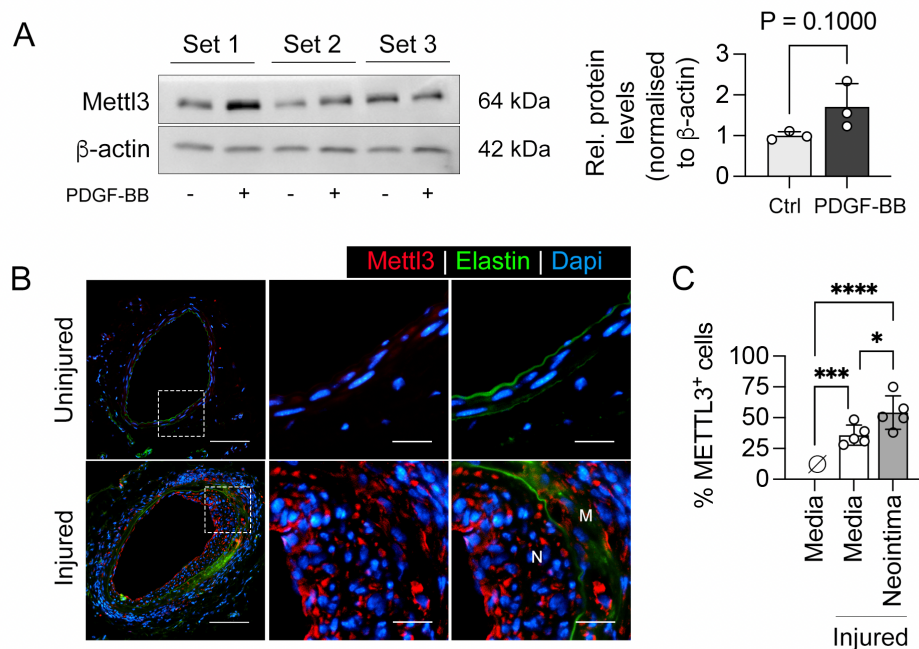

**Supplemental Figure 1. Mettl3 expression is increased in injury-induced dedifferentiation of vascular smooth muscle cells.** (A) Representative Western blot of Mettl3 in murine VSMCs treated without and with PDGF-BB for 72 h.  $n = 3$  biologically independent repeats. Quantification shown on the right. (B) Representative immunofluorescent Mettl3 stained images of murine femoral arteries 21 days following femoral wire injury. Mettl3, red; elastin, green; Dapi, blue. Scale bar, 100  $\mu$ m. (C) Quantification of Mettl3-positive nuclei in the media of uninjured femoral artery, media and neointima of injured femoral artery.  $n = 5$  biologically independent samples. \* $P < 0.05$ , \*\*\* $P < 0.005$ , \*\*\*\* $P < 0.001$ ; paired Student's  $t$ -test (A); one-way ANOVA with Tukey's multiple comparisons test (C). Error bars represent mean  $\pm$  SD.

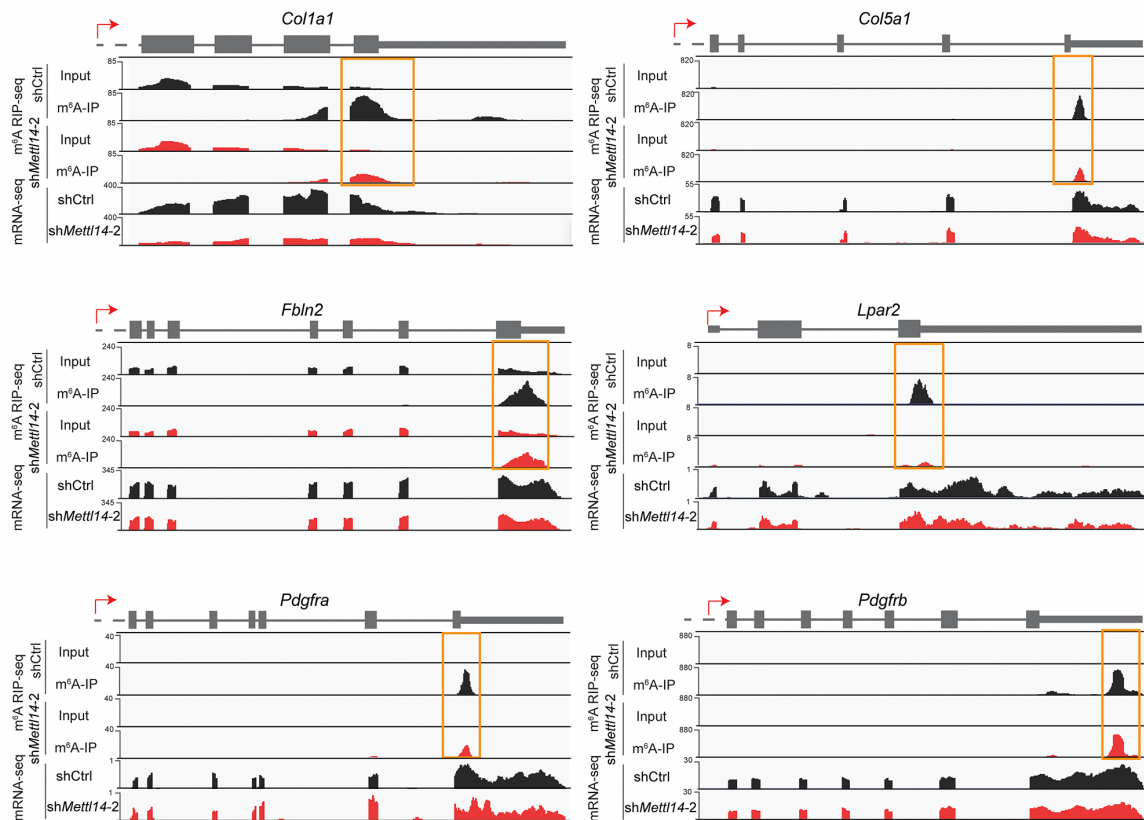

**Supplemental Figure 2. Downregulation of m<sup>6</sup>A-modified genes involved in VSMC plasticity.** Integrative Genome Viewer plots displaying m<sup>6</sup>A peaks on *Col1a1*, *Col5a1*, *Fbln2*, *Lpar2*, *Pdgfra* and *Pdgfrb* mRNAs and the corresponding mRNA expression data in shMettl14-2 treated primary mouse VSMCs (red) and control (black). The m<sup>6</sup>A peaks near stop codons of genes are indicated in the orange boxes.

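*Col5a1*, *Col1a1*, *Fbln2*, *Lpar2*, *Pdgfra* and *Pdgfrb* were measured in the same mRNA-seq libraries. Of these 6 genes 5 were lower with sh*Mettl14* and 4 were lower in both letters, and 0 passed an adjusted p of 0.05 over all genes or adjusted over the list alone (lowest edgeR adjusted p 0.39). None of them had an unadjusted p under 0.05. *Col5a1* (ENSMUSG00000026837, chromosome 2 from 27886425 to 28039514), 2.50% of whose exon bases overlap genes on the other strand, had 1128 ± 608 CPM with shCtrl and 1412 ± 513 with sh*Mettl14* (SD, n = 2 libraries each). Its log2 fold change was 0.32 (standard error 0.47), and it was −0.14 without shCtrl B and −0.10 without sh*Mettl14* A. Each of these fits compares unequal numbers of the letters. In the paper's Supplemental Table 1 the *Col1a1* peak on chromosome 11 from 94951491 to 94951691 and the *Lpar2* peak on chromosome 8 from 69826523 to 69826723 overlap the stop codon, with the paper's log2 fold changes of −1.23 and −3.59. That table gives *Fbln2* 4 peaks in coding sequence, with the paper's log2 fold changes from −1.85 to −0.76, and gives *Col5a1*, *Pdgfra* and *Pdgfrb* 0 peaks.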

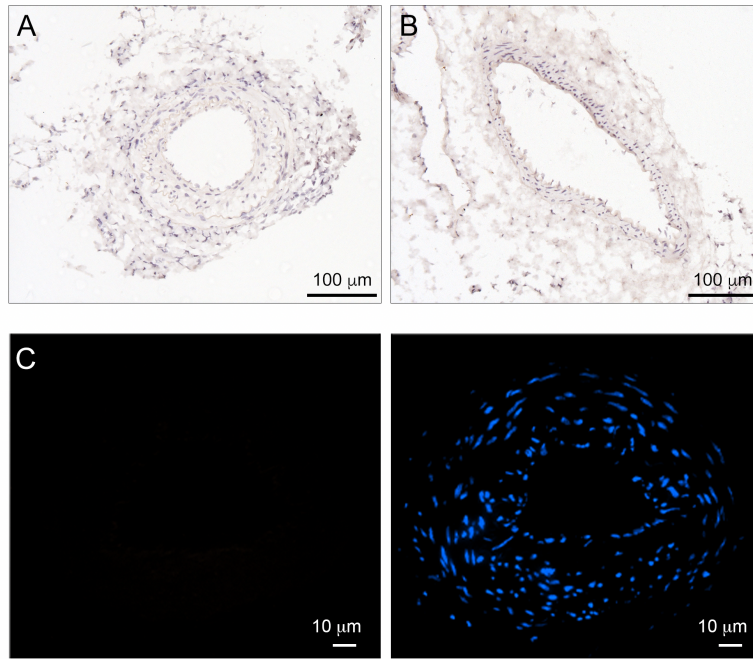

**Supplemental Figure 3. Secondary antibody only control sections.** Representative images of sections stained with (A) anti-mouse or (B) anti-rabbit HP conjugated secondary antibodies alone. Dapi counterstained with hematoxylin. (C) Representative image of sections stained with goat anti-rabbit IgG Alexa Fluor 488 secondary antibody only. Nuclear stained with Dapi.

**Supplemental Table 1: Genes with significantly different m6A peaks between Mettl14**

**knckdown VSMCs and control**

**Supplemental Table 2: The primary antibodies used in immunofluorescence staining**

| Antibody             | Isotype | Source          | Catalogue number | Conjugate            | Working dilution |
|----------------------|---------|-----------------|------------------|----------------------|------------------|
| METTL14              | Rabbit  | Abclonal        | A8530            | -                    | 1:200            |
| METTL3               | Rabbit  | Abclonal        | A8370            | -                    | 1:200            |
| SERPINE1             | Rabbit  | Abcam           | ab66705          | -                    | 1:200            |
| KLF4                 | Rabbit  | Abclonal        | A1363            | -                    | 1:2000           |
| p-STAT1              | Rabbit  | Cell signalling | 91675            | -                    | 1:100            |
| STAT1                | Rabbit  | Cell signalling | 14994            | -                    | 1:100            |
| ACTA2                | Mouse   | Sigma           | C6198            | Cy3                  | 1:5000           |
| Goat anti-rabbit IgG | Rabbit  | Invitrogen      | A32733           | Alexa fluor plus 647 | 1:500            |
| Goat anti-rabbit IgG | Rabbit  | Invitrogen      | A32740           | Alexa fluor plus 594 | 1:500            |

**Supplemental Table 3: qRT-PCR primer sequences**

| Primer name    | Forward                 | Reverse                 |
|----------------|-------------------------|-------------------------|
| <i>Ythdc1</i>  | TTCAGGAGTTCGCCGAGATG    | TCCCGGGTAAGGAGGATTCC    |
| <i>Ythdf1</i>  | GGAGGTGGTGCCTAAGGAAA    | GACGACACTGGAGCTGACTC    |
| <i>Ythdf2</i>  | GGCAAGGCCGAATAATGCAT    | CCTCCAGTAGACCAAGCAGC    |
| <i>Mettl3</i>  | GAGGTTCGTTCCACCAGTCA    | A TCCAGTTGGGCTGCACA TT  |
| <i>Mettl14</i> | CATCAGGGATGTAGGTTTAGCTG | TGGGAGGAGTGTGTTGACTTAGC |
| <i>Virma</i>   | GCCGCTTAGTTCTACGGGTT    | CTTTCCTCTCGAGCCTCCAC    |
| <i>Wtap</i>    | AAAGCAGCAACAGCAGGAGT    | ACTGGATTTGAGTGGTGCAC    |
| <i>Fto</i>     | GCATGGCGCTGAAATACCC     | TTGCCTTGGATCCTCACCAC    |
| <i>Alkbh5</i>  | TGTGCTCAGTGGGTATGCTG    | TCCAATCGCGGTGCATCTAA    |
| <i>Mmp1</i>    | TTGGCTTAGAGGTGACTGGC    | TTCACCCACATCAGGCACTC    |
| <i>Mmp2</i>    | CAAGGATGGACTCCTGGCACAT  | TACTCGCCATCAGCGTTCCCAT  |
| <i>Mmp3</i>    | CTCTGGAACCTGAGACATCACC  | AGGAGTCCTGAGAGATTTGCGC  |
| <i>Mmp7</i>    | AGGTGTGGAGTGCCAGATGTTG  | CCACTACGATCCGAGGTAAGTC  |
| <i>Mmp9</i>    | GCTGACTACGATAAGGACGGCA  | TAGTGGTGCAGGCAGAGTAGGA  |
| <i>Mmp10</i>   | TGCTGCCTATGAGGCTCACAAC  | GGAGGAAAACCGAGAGTGTGGA  |
| <i>Mmp12</i>   | CACACTTCCCAGGAATCAAGCC  | TTTGGTGACACGACGGAACAGG  |
| <i>18S</i>     | CCGCAGCTAGGAATAATGGA    | CCCTCTTAATCATGGCCTCA    |

**Supplemental Table 4: The primary antibodies used in Western blots**

| <b>Antibody</b> | <b>Isotype</b> | <b>Source</b>   | <b>Catalogue number</b> | <b>Conjugate</b> | <b>Working dilution</b> |
|-----------------|----------------|-----------------|-------------------------|------------------|-------------------------|
| METTL14         | Rabbit         | Sigma           | HPA038002               | -                | 1:1000                  |
| METTL3          | Rabbit         | Abcam           | Ab195352                | -                | 1:1000                  |
| SERPINE1        | Rabbit         | Abcam           | Ab66705                 | -                | 1:800                   |
| CALPONIN        | Mouse          | ThermoFisher    | MA511620                | -                | 1:2000                  |
| ACTA            | Mouse          | Abcam           | ab7817                  | -                | 1:2000                  |
| TAGLN           | Rabbit         | Abcam           | ab14106                 | -                | 1:2000                  |
| MYH11           | Mouse          | Sigma           | M7786                   | -                | 1:1000                  |
| MYH10           | Mouse          | ThermoFisher    | MA527767                | -                | 1:1000                  |
| KLF4            | Rabbit         | ThermoFisher    | PA1095                  | -                | 1:500                   |
| OPN             | Rabbit         | ThermoFisher    | 702184                  |                  | 1:1000                  |
| p-STAT1         | Rabbit         | Cell signalling | 91675                   | -                | 1:1000                  |
| STAT1           | Rabbit         | Cell signalling | 149945                  | -                | 1:1000                  |
| $\beta$ -actin  | Mouse          | Abcam           | ab49900                 | HRP              | 1:12000                 |
| Anti-mouse IgG  | Mouse          | Cell signalling | 7076                    | HRP              | 1:5000                  |
| Anti-rabbit IgG | Rabbit         | Cell signalling | 7074                    | HRP              | 1:5000                  |

**Supplemental Table 5: qRT-PCR primer sequences for nascent RNA assay**

| <b>Primer name</b>   | <b>Forward</b>       | <b>Reverse</b>       |
|----------------------|----------------------|----------------------|
| <i>mKLF4_4sU</i>     | CCCCTCTCTCTTCTTCGGAC | CAGTGTCTTCTCCCTTCCCG |
| <i>mSerpine1_4sU</i> | GCCAACAAGAGCCAATCACA | GACCACCTGCTGAAACACTT |
| <i>mACTB_4sU</i>     | TCTTTGCAGCTCCTTCGTTG | ACGATGGAGGGGAATACAGC |

# Supplementary material for: METTL14 promotes intimal hyperplasia through m6A-mediated control of vascular smooth muscle dedifferentiation genes
**Source:** JCI Insight. 2025 Apr 17;10(10):e184444. doi: 10.1172/jci.insight.184444

Figure 1a

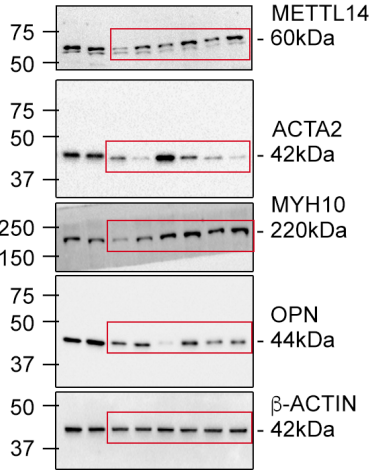

Figure 2a

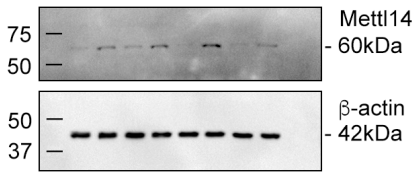

Figure 5a

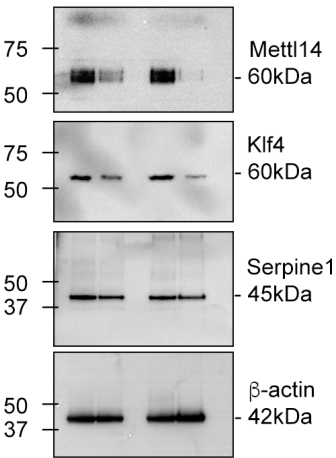

Figure 3a

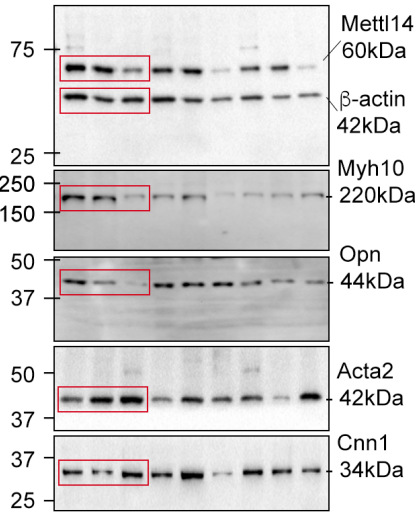

Figure 6a

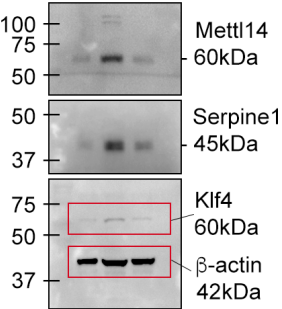

Figure 5i

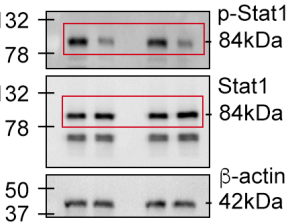

Figure 6c

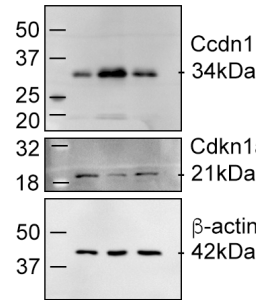

Figure 6e

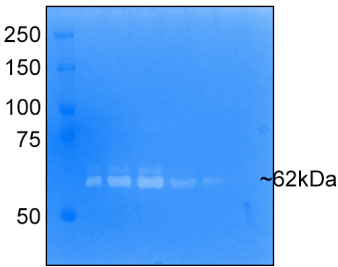

Figure 6f

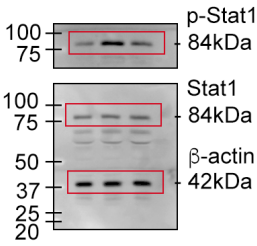

Figure 6g

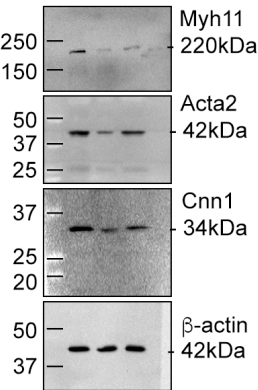

Supplemental figure 1a

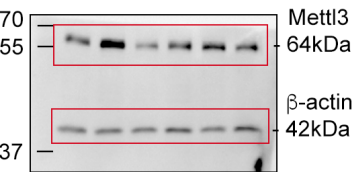

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

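The data are mRNA-seq libraries of primary mouse VSMCs from the descending aorta, transduced with lentivirus expressing shCtrl or sh*Mettl14*, with 2 libraries per group that carry the letters A and B. The authors prepared poly-A–enriched, strand-specific libraries, mapped the read pairs to GRCm38 (Ensembl version 86) with STAR and counted reads per gene with featureCounts. The deposited values are these counts, without normalization, in 1 table of 48587 gene symbols and 4 columns. The paper's text does not say whether the counting used strand or how reads on more than 1 place were treated. It names DESeq2 for differential expression and gives no threshold or model formula specific to mRNA-seq. Its general statistics section counts P values under 0.05 as significant. The letters are not stated to mark a shared culture. The m6A-RIP-seq peaks were taken from the paper's Supplemental Table 1, whose fold changes and p-values were computed by the authors, and no m6A value was recomputed.

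Totals ranged from 114343653 to 124815868 counts per library, so that 3 counts, the limit that a count of 0 allows, are at most 0.0262 CPM. The main comparison used edgeR 4.0.16 in R 4.3.3 with TMM normalization, filterByExpr (18916 genes), a robust quasi-likelihood fit of sh*Mettl14* against shCtrl without a block, and a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Within-letter log2 ratios were computed from log2 CPM with a prior count of 2. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 9 lists, and set against 10000 random lists drawn from 50 bins of mean expression. The lists were genes with reduced and with raised m6A peaks, contractile, MMP, cell cycle, interferon-stimulated, p53 target, extracellular matrix and YAP target genes. Lists of endothelial, leukocyte, Jak and Stat, m6A machinery and sex-linked genes were also examined. The correlation of peak and mRNA changes across genes used 100000 permutations. Gene places, stop codons and overlaps were taken from GENCODE M21 on GRCm38. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 did the remaining steps.

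Alternatives were DESeq2 1.42.0 (Wald test), RLE factors, upper-quartile normalization, no filter beyond 1 count in total, at least 10 counts in every library, a replicate block, an absolute log2 fold change over 1, each library left out in turn, and for lists an estimated correlation, the fry rotation test and the random lists. These choices, the gene lists apart from those from Supplemental Table 1, and the rule for naming genes were set before the data were examined. The rule names *Mettl14*, every gene that the results text, Figure 4B or Supplemental Figure 2 names, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 10 CPM and both sh*Mettl14* libraries on the same side of both shCtrl libraries. No gene met the last part of the rule. Some genes that the rule covers are not reported here. *Fto*, *Atp6v1a*, *Cbfb*, *Kdelr2*, *Bcat1*, *Dmwd*, *Myh4* and *Myh6* were named after their values were seen.

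For the scan of 3′ UTR words, the log2 fold changes of 11083 genes with a mean of at least 200 counts and a 3′ UTR of at least 50 bases were corrected by a linear fit on GC content and length of the transcript and of its 3′ UTR. Each of 16042 words of 7 bases with at least 50 carriers was scored by a z, and the genes were permuted 1000 times. A first form of the scan used the mean log2 ratio of the letters and a correction for the 3′ UTR only. The second form, the count minimum, the covariates, the list of carriers looked up by name and the exact Mann-Whitney test of carriers with raised peaks were chosen after values had been seen.

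The differential test, camera, the permutation test of the correlation and the word scan were tested on simulated data, and the other steps were not. In a first simulation the letters had the same mean, and the dispersion was that of the fit without a block, so the letter difference entered as noise. With 200 of 18916 genes changed by a log2 fold change of 2, the main test found 45.5% of the changed genes with 7 false calls. The replicate block found 64.5% with 23 and DESeq2 87% with 94. The changed genes were drawn only from genes above a minimum mean count. With letters that differed as measured, the main test found 0% of the changed genes, the replicate block 97.5% with 6 false calls and DESeq2 85.5% with 0. The camera test, run on 18916 simulated genes, returned 0.54 as the p of an unchanged list of 100 genes and 1.3e-29 as that of a lowered list. The permutation test of the correlation gave a p under 0.05 in 5% of 200 simulations with unrelated values and in 100% of 200 with related values, each on 250 genes. A word lowered by 0.2 among the 11083 genes ranked 1 of 16042. Of the genes in Supplemental Table 1, 14 were not matched to the count table, among them 4 whose name belongs to a gene that does not overlap the peak, a rule added after the values were seen, and 44 share a peak with a gene listed above them and were left out of the tests. The m6A-RIP-seq reads were left out because the comparison here covers the count table.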

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

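The number of genes with an adjusted p under 0.05 was 0 with edgeR under TMM, RLE factors, upper-quartile normalization, no filter, at least 10 counts in every library, and an added log2 fold change threshold of 1. With RLE factors 317 genes and with upper-quartile normalization 302 genes had an unadjusted p under 0.05. DESeq2 called 5 genes, all lower: *Mettl14* (log2 fold change −2.09), *Atp6v1a*, *Myh6*, *Cbfb* and *Chst12*. *Myh6* had 470 counts in shCtrl A and 0 in the other libraries, so 1 library decides it. Among genes with reduced m6A peaks, DESeq2 called 1 gene lower. No count was made without one library, since a group of 1 library has no spread of its own. In data simulated with the measured difference between letters, the main test found 0% of the changed genes and DESeq2 85.5%, so the count of 0 from the main test does not show that genes were unchanged.

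With a replicate block, which treats the letters as pairs, edgeR called 9 genes, all lower, of which 4 were also called by DESeq2: *Mettl14* (−2.08, adjusted p = 0.0039, against 3.0e-07 to 1.00 over the other alternatives), *Atp6v1a*, *Cbfb* and *Chst12*. The others were *Bcat1*, *Dmwd*, *Fgf2*, *Kdelr2* and *Myh4*, the last with 625 and 30 counts in shCtrl A and B and 0 with sh*Mettl14*. The replicate block called 2 genes with reduced m6A peaks lower, and it lowered the common dispersion from 0.178 to 0.0418. With it 1941 genes had an unadjusted p under 0.05, of which 892 were higher and 1049 lower. Of the 141 tested genes with reduced peaks 32 were lower at that level, which is 22.7% against 5.42% of the other tested genes. The odds ratio was 5.13, against 9.66 in the main fit. Deviations of libraries of the same letter had a correlation of 0.578 across genes, and a block that crosses the letters called 0 genes (64 at an unadjusted p under 0.05). With only 2 pairs, and letters that are not stated to mark a shared culture, the block remains an alternative. Under the block the median of the MMP genes was 0.090 in place of −0.35, *Macf1* was 0.0091 in place of −0.04 and *Mmp10* was 0.21 in place of −0.72. *Mmp9* and *Mmp10* had at most 23 counts in any library, and the depth limits what can be said of both; the cause of the other reversals was not tested.

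The list medians do not change with the list test, but the calls do. For genes with reduced peaks (−0.11), raised peaks (0.17), contractile genes (−0.41), cell cycle genes (−0.19) and interferon-stimulated genes (−0.55), the adjusted p rose above 0.05 both with an estimated correlation (0.26 to 0.74) and with fry (0.34 to 0.83). Both were run without a replicate block, fry is also another kind of test, and the cause was not tested. With the replicate block, camera at the preset correlation kept all 5 calls (adjusted p from 1.6e-10 to 0.010). For cell cycle genes it also rose with upper-quartile normalization (median −0.17, adjusted p = 0.054) and with at least 10 counts in every library (−0.18, adjusted p = 0.076), and the adjusted p over all alternatives ranged from 0.010 to 0.83; the cause was not tested. YAP target genes passed with RLE factors (−0.054, adjusted p = 0.0495, against 0.063 to 0.45 over the other alternatives), and their median lay at percentile 72.4 of the random lists, on the other side of the middle; the cause was not tested. The median of the extracellular matrix genes lay at percentile 99.99 of the random lists, although camera gave an adjusted p of 0.28.

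Leaving out each library in turn gave a range for each result, and each such fit compares unequal numbers of the letters. *Mettl14* stayed between −2.16 and −2.01, and *Klf4* ranged from −0.66 to 0.36. Spearman's correlation coefficient of peak and mRNA changes ranged from 0.24 (without shCtrl A) to 0.42. Medians ranged from −0.23 (without shCtrl B, and −0.21 without sh*Mettl14* A) to −0.077 for genes with reduced peaks, from 0.16 to 0.27 (without shCtrl B) for genes with raised peaks, from −0.59 to −0.15 (without shCtrl A) for contractile genes and from −0.81 to −0.20 (without sh*Mettl14* B) for interferon-stimulated genes. They changed sign for cell cycle genes (−0.38 to 0.10, positive without shCtrl B or sh*Mettl14* A), MMP genes (−0.36 to 1.36, positive without shCtrl A), p53 target genes (−0.13 without shCtrl B to 0.28 without shCtrl A), extracellular matrix genes (−0.048 without sh*Mettl14* A to 0.080) and YAP target genes (−0.18 to 0.023, positive without sh*Mettl14* B).

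Of 423 values of the 71 named genes other than *Mettl14* and *Klf4* under the alternatives with a test, 409 kept their direction and their side of the threshold, 11 gained a call and 3 reversed, of which *Abl2* reversed with RLE factors (−0.0013, from 0.0079; the cause was not tested). With 1 library left out, 145 values of these 71 genes moved by less than the spread between replicates and 139 by more, and 32 of the genes changed sign at least once. The corrected difference of carriers of the word GTGTTAA, whose settings were chosen after the data were seen, was −0.139 and ranged from −0.15 to −0.12 with 1 library left out. With no GC content and length correction it was −0.054.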

Differences from the paper's values

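Fig. 4E of the paper shows *Mettl14* at about 0.09 of shCtrl, read by eye, by qRT-PCR, and the counts gave 0.236. That figure belongs to the RNA stability assay with actinomycin D, so the values come from different experiments. None of the alternatives set before the data were examined closed the gap, and they gave 0.224 to 0.248. In Fig. 3F the paper's *Mmp9* level is about 0.58 of shCtrl, read by eye, and the counts gave 2.24, with no alternative set before the data were examined closing the gap (1.40 to 5.74). *Mmp9* had 9 and 2 counts in shCtrl A and B and 10 and 18 in sh*Mettl14* A and B. The paper's *Mmp10* level is about 0.38 in Fig. 3F, read by eye, and the counts gave 0.605. Leaving out shCtrl B (0.306) or sh*Mettl14* A (0.386) brought it to within 1.5 times the paper's value, and the other alternatives set before the data were examined did not, among them the fit without shCtrl A (59.2), in which shCtrl B has 0 counts.

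The paper names *Col18a1* and *Col5a2* among genes with reduced expression and reduced peaks, and their log2 fold changes were 0.25 and 0.22. The fits without shCtrl A (−0.0084) or sh*Mettl14* B (−0.23) put *Col18a1* below 0, and those without shCtrl B (−0.0056) or sh*Mettl14* A (−0.056) put *Col5a2* below 0. Supplemental Figure 2 of the paper places *Col5a1* among downregulated genes, and its log2 fold change was 0.32, or −0.14 without shCtrl B and −0.10 without sh*Mettl14* A. The paper also counts *Pdgfra* and *Pdgfrb* among genes with reduced peaks, and Supplemental Table 1 lists a peak for neither, nor for *Col18a1*, *Col5a1* or *Col5a2*. The legend of Figure 4B calls the green genes downregulated and the red genes upregulated, and 7 of 28 green genes were higher and 2 of 15 red genes lower in mRNA. The paper places the reduced *Klf4* peak near the stop codon, and the peak in its table is 1908 genomic bases away. The paper states that expression of its named genes fell, and 0 genes passed the adjusted threshold with edgeR without a replicate block. *Chst12* passed with DESeq2 (adjusted p = 0.026) and with edgeR adjusted over the Figure 4B green genes alone (0.043), *Chst12* and *Fgf2* passed with the replicate block (0.019 for both), and *Klf4* passed in no setting that was run.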

Other observations

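The second form of the word scan, the test of word carriers with raised peaks, and the tests of endothelial cells in the cultures, of gene overlap and of a different endothelial share between the letters were chosen only after the result was seen.

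Several genes whose protein or qRT-PCR levels the paper reports were measured in the mRNA-seq libraries. *Acta2* had a log2 fold change of −0.58 (standard error 0.21, unadjusted p = 0.038 from edgeR), *Cnn1* −0.51, *Tagln* −0.31 and *Myh11* −0.51, and *Myh11* rose to 0.61 without shCtrl A and 0.085 without sh*Mettl14* B. Exons of *Tagln* overlap genes on the other strand over 67.9% of their bases. *Myh10* changed by −0.21 and *Spp1* by −0.86, and 18.8% of the exon bases of *Spp1* overlap a gene on the same strand. *Mmp2* changed by −0.04 (0.20 without shCtrl A and 0.079 without sh*Mettl14* B) and *Mmp3* by −0.65, and *Mmp1a*, *Mmp1b*, *Mmp7* and *Mmp12* had at most 3 counts in every library. *Ccnd1* changed by 0.22 and *Cdkn1a* by −0.09, the latter by 0.28 without shCtrl A and 0.041 without sh*Mettl14* B, and antisense overlap is 23.4% and 7.68% of their exon bases. The main edgeR test gave an adjusted p of 1.00 for each of these genes that it tested.

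Among lists that belong to no claim on mRNA-seq, the contractile genes had a median log2 fold change of −0.41 (−0.53 in A and −0.16 in B, camera adjusted p = 0.0025), with 11 of 12 lower, and the median lay at percentile 0.01 of the random lists. The interferon-stimulated genes had a median of −0.55 (−0.23 in A and −0.65 in B, adjusted p = 1.7e-07), with 26 of 27 lower, and the cell cycle genes −0.19 (adjusted p = 0.045), with 22 of 30 lower. The MMP genes, of which 4 of 8 were tested, had a median of −0.35 (adjusted p = 0.98), p53 target genes 0.01 (0.40), extracellular matrix genes 0.098 (0.28) and YAP target genes −0.045 (0.054). In a family of 4 lists the endothelial genes had a median of −0.13 (adjusted p = 0.22), leukocyte genes −0.18 (0.55, 5 of 8 tested), Jak and Stat genes 0.02 (0.81) and m6A machinery genes without *Mettl14* 0.0043 (0.55). With 1 library left out the median of the contractile genes was −0.15 without shCtrl A and that of the interferon-stimulated genes −0.20 without sh*Mettl14* B, and the cell cycle median was 0.10 without shCtrl B and 0.090 without sh*Mettl14* A. The MMP median was 1.36 without shCtrl A, the p53 median −0.13 without shCtrl B, the matrix median −0.048 without sh*Mettl14* A and the YAP median 0.023 without sh*Mettl14* B. No gene on these lists had an adjusted p under 0.05 over all genes tested or adjusted over the list alone. No explanation was tested for these values.

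The paper's peak changes went with the mRNA changes across genes, with a rho of 0.408. Peak heights that follow the mRNA level could give such a relation, and so could m6A acting on the mRNA, which predicts the same sign; the table cannot separate them and both stay open. The relation rests on the difference between genes with reduced and with raised peaks. Within the genes with reduced peaks rho was −0.24 and within those with raised peaks −0.015, which neither explanation predicts, although the table lists only changed peaks and that selection was not accounted for. The relation was also present in the 210 genes without the word GTGTTAA (rho 0.41) and in the 44 with it (rho 0.40).

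Genes other than *Mettl14* that fell with the sh*Mettl14* virus shared a word in their 3′ UTRs. Among 16042 words, carriers of GTGTTAA fell most, with a z of −17.3 (−16.6 in A and −12.6 in B), and the lowest z in 1000 permutations of the genes was −5.30 (p = 0.001, the smallest they can give). The first form of the scan gave a z of −15.6 and ranked the same word 1. Before the correction for GC content and length the z was −6.57 and the difference of carriers −0.054 (0.026 in A and −0.117 in B, so carriers were lower in A only after the correction), and that difference was 0.087 without shCtrl B and 0.014 without sh*Mettl14* A. After correction the medians were 0.014 for 9402 genes without a site, −0.113 for 1038 genes with 1 site in the 3′ UTR, −0.214 for 177 genes with 2 or more, and −0.020 for 466 genes with sites only outside the 3′ UTR. In the comparisons of B against A within a hairpin, the z of the word after correction was 1.42 for shCtrl and 2.83 for sh*Mettl14*. Before the correction the carriers differed there by 0.250 for shCtrl and 0.158 for sh*Mettl14*. Both are larger in size than the −0.054 between the hairpins. The word occurs in the *Mettl14* transcript, in coding sequence of exon 2 (minus strand of chromosome 3, from 123383645 to 123383651, within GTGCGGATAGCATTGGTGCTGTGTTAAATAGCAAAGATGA), and 15.1% of all scanned words occur in that transcript. The word was chosen from these same fold changes, so the shares of carriers that follow describe it and are no further evidence. Of 142 genes lower at an unadjusted p under 0.05, 49 carry the word (34.5% against 11.0% of all), and 3 of 38 higher genes do. Carriers include *Chst12*, *Fgf2*, *Atp6v1a* (−1.50), *Cbfb* (−1.36), *Kdelr2* (−1.27), *Bcat1* (−1.48), *Dmwd* (−1.44) and *Fto* (−0.98), the last a demethylase of m6A. The 3′ UTRs of *Klf4*, *Col1a1*, *Fbln2* and *Lpar2* do not hold it. Among the genes with reduced m6A peaks 32 of 133 carry it (24.1%), with a median log2 fold change of −0.29 against −0.11 for the others. Among those with raised peaks 12 of 121 do (9.92%), and these 12 had a median of 0.37 against 0.14 for the others, the direction opposite to repression (after correction 0.28 against 0.14, exact Mann-Whitney test, two-sided p = 0.49). A candidate explanation is repression through the seed of the hairpin of genes other than its target. The paper's text does not give the hairpin's sequence and 1 hairpin against *Mettl14* was sequenced, so this remains a hypothesis, and loss of *Mettl14* itself stays open for every gene. A GC content or length bias of the fitted form is argued against as the whole cause of the lower genes. The fit took up 9.70% of the variance, and the median of the 142 lower genes was −0.667 before and −0.605 after the correction. All 142 of 142 stayed lower, but they were picked for low values in these same fold changes, so this count adds little.

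The libraries divided by letter rather than by hairpin. A test of B against A gave 1715 genes with an adjusted p under 0.05 (703 higher and 1012 lower in B), and the remaining split, which mixes letters and hairpins, gave 0 (36 at an unadjusted p under 0.05). A difference in sex between the cultures is argued against, since the highest *Xist* level was 0.742 CPM and *Ddx3y* (82.2 to 147) and *Eif2s3y* (59.3 to 92.9) were present in every library. A different share of endothelial cells between the letters stays open. Of the 18 endothelial genes with at least 10 CPM in all libraries 13 were higher in B in both groups and 4 were lower in both. Of the 10 contractile genes at that level 7 were lower in B in both groups and 2 higher in both. Most of these genes go with a larger endothelial share in B and some go against it, so the tally does not decide. What else sets the letters apart, such as different animals or isolations, was not tested.

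Endothelial genes were high in all 4 libraries: 18 of 24 had at least 10 CPM in each. *Pecam1* ranged from 467 to 775 CPM, *Cdh5* from 498 to 772 and *Emcn* from 501 to 1983, whereas *Vwf* ranged from 17.0 to 19.3, *Kdr* from 4.96 to 9.21 and *Cldn5* from 0.542 to 1.19, and *Acta2* ranged from 2160 to 3475. Of 8 leukocyte genes, 0 reached 10 CPM. Endothelial cells among the cultured VSMCs are a candidate explanation, and without a library of pure cells of either type they cannot be told apart from expression of these genes by the VSMCs. Reads shared with overlapping genes are argued against, with 0% of the exon bases of *Pecam1*, *Cdh5* and *Emcn* shared with another gene. A different share of such cells between shCtrl and sh*Mettl14* stays open. In counts scaled to the library total, 12 of the 18 genes changed in opposite directions in the letters, 2 were higher in both and 4 lower in both. After TMM normalization 19 of the 24 endothelial genes were lower with sh*Mettl14* and 5 higher, with a median of −0.13 (−0.086 in A and −0.23 in B). The tallies differ with the scaling, so they do not decide. No biological explanation was tested, and the paper does not report these genes.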
